# Predicting bacterial growth conditions from mRNA and protein abundances

**DOI:** 10.1371/journal.pone.0206634

**Published:** 2018-11-02

**Authors:** M. Umut Caglar, Adam J. Hockenberry, Claus O. Wilke

## Abstract

Cells respond to changing nutrient availability and external stresses by altering the expression of individual genes. Condition-specific gene expression patterns may thus provide a promising and low-cost route to quantifying the presence of various small molecules, toxins, or species-interactions in natural environments. However, whether gene expression signatures alone can predict individual environmental growth conditions remains an open question. Here, we used machine learning to predict 16 closely-related growth conditions using 155 datasets of *E*. *coli* transcript and protein abundances. We show that models are able to discriminate between different environmental features with a relatively high degree of accuracy. We observed a small but significant increase in model accuracy by combining transcriptome and proteome-level data, and we show that measurements from stationary phase cells typically provide less useful information for discriminating between conditions as compared to exponentially growing populations. Nevertheless, with sufficient training data, gene expression measurements from a single species are capable of distinguishing between environmental conditions that are separated by a single environmental variable.

## Introduction

Environmental conditions across the planet vary in terms of their capacity to support microbial life. Individual environments can also change rapidly over time, and these changes are likely to impact the composition of microbial communities and ecosystem functions in unpredictable ways [1,2]. To measure various properties of the environment, microbial cells can be engineered to act as biosensors via rational design of synthetic genetic circuits [3]. In contrast to gold standard approaches that are comparatively labor intensive and expensive, microbial cells can be engineered, for instance, to rapidly screen for the presence of heavy metals in aquatic environments [4]. Such applications can provide a useful, low-cost diagnostic for monitoring environmental changes and detecting pollutants and/or toxins [5], but individual synthetic biology applications take time and resources to develop. Additionally, there is an ever-present concern about potential dangers associated with releasing genetically engineered species into natural environments.

By contrast, prior work has shown that the natural species composition of an environment may be sufficient to serve as a rapid and low-cost biosensor to indicate the presence of various contaminants according to the species abundances identified via meta-genomic sequencing [6–9]. However, many bacterial species within a community are generalists that are capable of thriving in diverse environments and must therefore sense and respond to various environmental signals [10]. For instance, *Escherichia coli* grows inside the comparatively warm, nutrient rich digestive tract of host organisms [11] but spends another portion of its life-cycle exposed to harsh environmental conditions upon being excreted and before finding another host. The mere presence of generalist species in an environment may provide little value for understanding past or current environmental conditions because their gene and expression diversity permits growth across variable environments [12]. The extent to which gene expression patterns of individual generalist species can be used to discriminate between environmental conditions—or to supplement species composition-based methods—remains unknown.

Gene expression profiles for individual cells or populations contain a wealth of information about their current physiological state, but measurements for thousands of genes across numerous conditions are challenging to integrate under traditional statistical methods. Further, combining different ‘omics’-scale technologies has been shown to provide more valuable information compared to monitoring only mRNA abundances alone, but integrating datasets is challenging due to the biases of individual methods [13] and the inevitability of batch-level effects that occur when datasets are generated across multiple labs and platforms [14,15]. Machine learning methods, by contrast, are frequently applied to such data-rich applications, for example to differentiate between cancerous and normal cells/tissues [16–20] using a variety of different machine learning models [21,22].

In microbiology applications, machine learning has been frequently applied to infer regulatory networks and molecular pathways from gene expression data [23–25], and from this knowledge to predict the growth capabilities of cells in different environments [26–28]. However, the primary focus in many of these studies has been to understand aspects of the cellular physiology. In this framework, environmental change serves as a perturbation that can be used to provide insight into *internal* cellular mechanisms/pathways [29]. While explicitly representing a cell’s internal state may help to predict cellular phenotypes such as growth capabilities across environments [30–32], it is unclear whether explicit representation of cellular metabolic pathways, for instance, are necessary to distinguish between cells growing in different environmental conditions [33,34]. Few studies have focused on using the abundance of cellular macromolecules to predict external environmental features across a range of partially-overlapping conditions and cellular growth states.

Here, we are interested in determining whether gene expression patterns can be leveraged to discriminate between environmental conditions in the absence of prior knowledge about the role and function of individual genes or explicit representation of cellular metabolism. Our study leverages a large dataset of transcriptomic and proteomic measurements of *E*.*coli* growth under multiple distinct but closely-related conditions [35]. We use mRNA and protein composition data to train several distinct machine learning models and find that highly similar environmental conditions can be discriminated with a high degree of accuracy. We also investigate which conditions are more- and less-challenging to discriminate and find that prediction accuracies decrease for stationary phase cells, indicating the importance of cellular growth for discriminating between conditions. Finally, we caution that the overall accuracy of our models may be limited by training set size; we found that the most difficult conditions to predict are the conditions for which we have the smallest amount of training data. This suggests that our findings may represent a lower bound on the predictive power that is achievable given a greater availability of training data.

## Results

### Data structure and pipeline design

We used a previously generated dataset of whole-genome *E*. *coli* (strain REL606) mRNA and protein abundances, measured under 34 different conditions [35,36]. This dataset consists of a total of 155 samples, for which mRNA abundances are available for 152 and protein abundances for 105 (Fig 1). 

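The mRNA abundances were measured by RNA-seq in cultures of E. coli REL606, a laboratory B strain, and the 152 samples analysed here came from 7 experimental series grown in 21 batches. For each sample, the authors trimmed the reads, mapped them to the REL606 genome and deposited the number of reads counted on each of 4484 features, without normalization. The features comprised 4279 protein-coding genes, 85 tRNA genes, 22 rRNA genes and 98 features of other non-coding RNA. Only the counts on protein-coding genes were taken as mRNA abundances, and 4274 of these genes had a read in any sample. The growth conditions were grouped into 16 as in the paper, with 79 samples in exponential phase, 63 in stationary phase and 10 in late stationary phase. In exponential phase, there were 21 samples on glucose with base Mg and base Na, 18 with low Mg, 12 with high Mg and 7 with high Na, and 15 on glycerol, 3 on gluconate and 3 on lactate. In stationary phase, there were 12 samples on glucose with base Mg and base Na, 18 with low Mg, 12 with high Mg and 9 with high Na, and 6 on glycerol, 3 on gluconate and 3 on lactate. The late stationary samples comprised 6 on glucose and 4 on glycerol. The gluconate, lactate and glycerol cultures each formed a series of their own with 3 batches, none of them shared with a glucose series. Between 3284 and 5010399 reads per sample were counted on protein-coding genes, with a median of 178047. The median was 342204 reads in exponential phase (range 22384 to 5010399), 41655 in stationary phase (range 3284 to 3286311) and 368492 in late stationary phase (range 33760 to 851514). In exponential phase the highest median of a condition was 1030818 reads on glucose with base Mg and base Na (range 61783 to 5010399), and the lowest was 206170 with low Mg (range 23361 to 641283). In stationary phase the highest median was 107994 reads on lactate (range 46349 to 678322), and the lowest was 16277 with high Na (range 3284 to 3286311). Reads on tRNA took a median of 73.6% of the mapped reads of a sample, and reads on mRNA took a median of 7.37%, which sets the number of mRNA reads apart from the median of 3344812 trimmed reads per sample. No 2 of the 924 pairs of samples of the same condition held identical counts, and the smallest chi-square per degree of freedom between samples of a pair was 2.09, so none of these pairs held copies of a sample. Pairs of different conditions were not compared. Samples of the same batch were counted as separate replicates, although the 15 exponential samples of the glucose time course came from 3 batches and samples of a batch deviated together there, with a mean correlation of 0.239. For the classifiers, counts were divided by DESeq2 size factors and transformed by its variance stabilizing transformation, and each of 60 runs then followed the steps the paper lists, with 31 samples for testing and the others for training and validation. In each run, the frozen surrogate variable analysis of the sva package removed between 20 and 25 surrogate variables before the top 10 principal axes were kept. The choices that could change the scores most were the number of surrogate variables and how fSVA treats new samples, the number of axes, the share of test samples and the filter on genes with few reads.

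**Figure D1:**
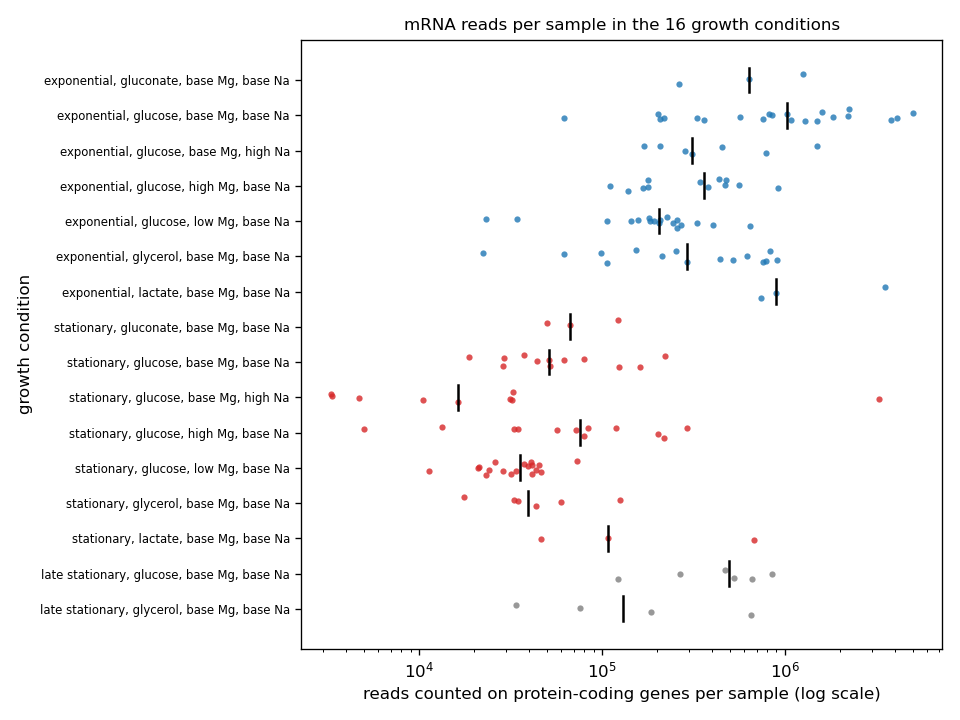
Reads counted on protein-coding genes in each of the 152 samples (horizontal axis, log scale), by growth condition (vertical axis). Each point is 1 sample, black bars are the medians, and colours give the growth phase. The medians in stationary phase lie between 16277 and 107994 reads, and those in exponential phase between 206170 and 1030818 reads.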

For 102 samples, both mRNA and protein abundances are available. The 34 different experimental conditions were generated by systematically varying four parameters: carbon source, growth phase, Na^+^ concentration, and Mg^2+^ concentration. Here we further simplified the experimental conditions into a total of 16, by grouping similar conditions together (e.g., 100, 200, and 300mm Na^+^ were all labelled as “high Na^+^”). For the remainder of this work (unless otherwise noted) we use the term “growth condition” to refer to the four-dimensional vector of categorical variables defining: i) growth phase (exponential, stationary, late stationary), ii) carbon source (glucose, glycerol, gluconate, lactate), iii) Mg^2+^ concentration (low, base, high), and iv) Na^+^ concentration (base, high). While we note that growth phase is not strictly an environmental feature, we suspected that this indicator of cellular state would be an important feature to consider since prior research has shown that the macromolecular composition of cells varies substantially between exponentially growing and stationary phase cells [35,36]. With these data and features, the question we set out to answer is: to what extent are machine learning models capable of discriminating between the known growth parameters given only knowledge of gene expression levels?

**Fig 1:**
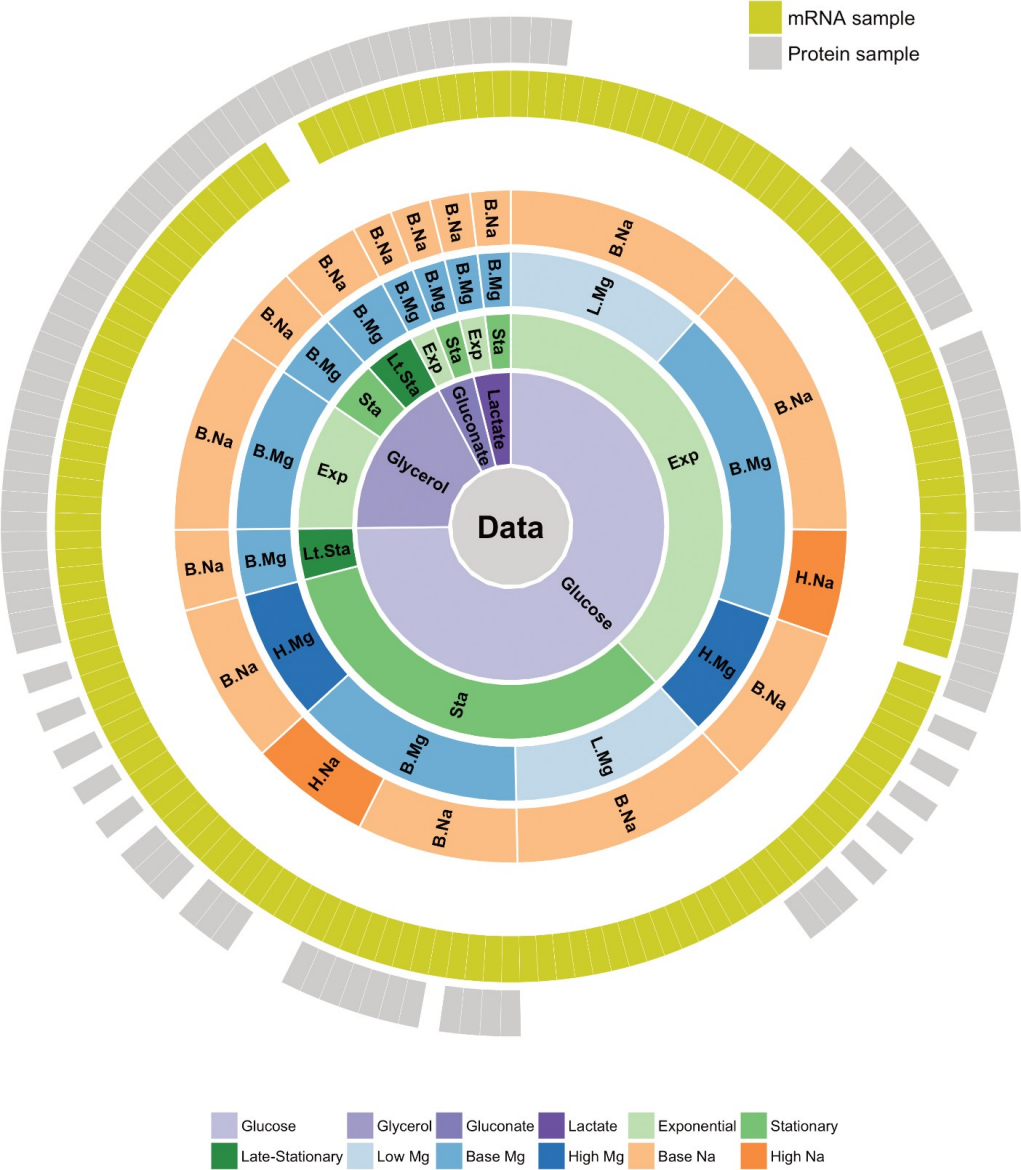
Overview of available gene expression data. Our study uses a previously published dataset consisting of 155 samples [13, 14]. 152 samples have whole-transcriptome RNA-seq reads and 105 have mass-spec proteomics reads. 102 of the 155 samples have both mRNA and protein reads. Bacteria were grown on four different carbon sources (glucose, glycerol, gluconate, and lactate), two sodium concentrations (base and high), and three magnesium concentrations (low, base, and high). Samples were taken at multiple time points during a two-week interval, and they can be broadly subdivided into exponential phase, stationary phase, and late stationary phase samples.

We first split samples into training/validation and test datasets using a semi-random approach that randomly splits data while preserving class balances. We performed several data processing steps, including batch correction and Principal Component Analysis (PCA), to reduce the dimensionality of the data (see Materials and Methods for details). We analyzed the top 10 genes contributing to the dominant principal components (PC1 and PC2, in both mRNA and protein datasets) and found that they all have orthologs in both B and K strains suggesting that data collection/extrapolation across different strains may not be particularly problematic for future studies (S1 Table). 

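Principal component analysis was run on the transformed counts of all 152 samples after fSVA with the 16 growth conditions as the known variable, which removed 26 surrogate variables. PC1 carried 9.12% of the variance and PC2 carried 5.38%. The 4274 genes were ranked by their mean transformed count over the 152 samples. The 10 genes with the largest absolute loading on PC1 had a median expression percentile of 76.1 and a lowest percentile of 33.7. Of 10000 random lists of 10 genes, 279 had a median percentile as high (p = 0.028, one-sided permutation test), so the list lay above the spread of random lists. For PC2 the median percentile of the 10 genes was 63.1, within the range of the random lists (p = 0.18, same test), but it was 80.4 without fSVA (p = 0.01), 91.3 with scaled PCA (p = 1e-04) and 90.2 with TMM normalization (p = 3e-04), above the random lists. The expression percentile for PC1 moved most without fSVA, to 95.4, where none of the 10000 random lists reached as high (p = 1e-04, the smallest value that 10000 lists can give). The counted features carry locus identifiers of REL606 only, and the genes on these lists are not named here.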

Additionally, PC1 was enriched for highly expressed genes in both mRNA and protein datasets (elongation factors, RNA polymerase subunits, outer membrane proteins, *etc*.), with the protein datasets also consisting of important chaperones (*dnaK* and *groEL*).

During the model tuning phase, we optimized hyperparameters in the machine learning pipeline by further splitting the training/validation data into training and validation sets, fitting models to the labeled training set, and optimizing for model accuracy on the validation set. We performed cross-validation by making 10 unique splits of the training/validation samples—with 75% of samples in training and 25% in validation sets—and searched across a parameter grid to select the hyperparameters that gave the highest *F*_1_ score on the validation set. Finally, we tested the accuracy of model predictions on the test dataset using the optimized hyperparameters from the tuning phase. To assess the overall robustness of our findings, we used repeated testing to replicate our entire pipeline 60 times and report the mean and range of variation in our final test set accuracies. Our pipeline is illustrated in Fig 2 and described in greater detail in Materials and Methods.

**Fig 2:**
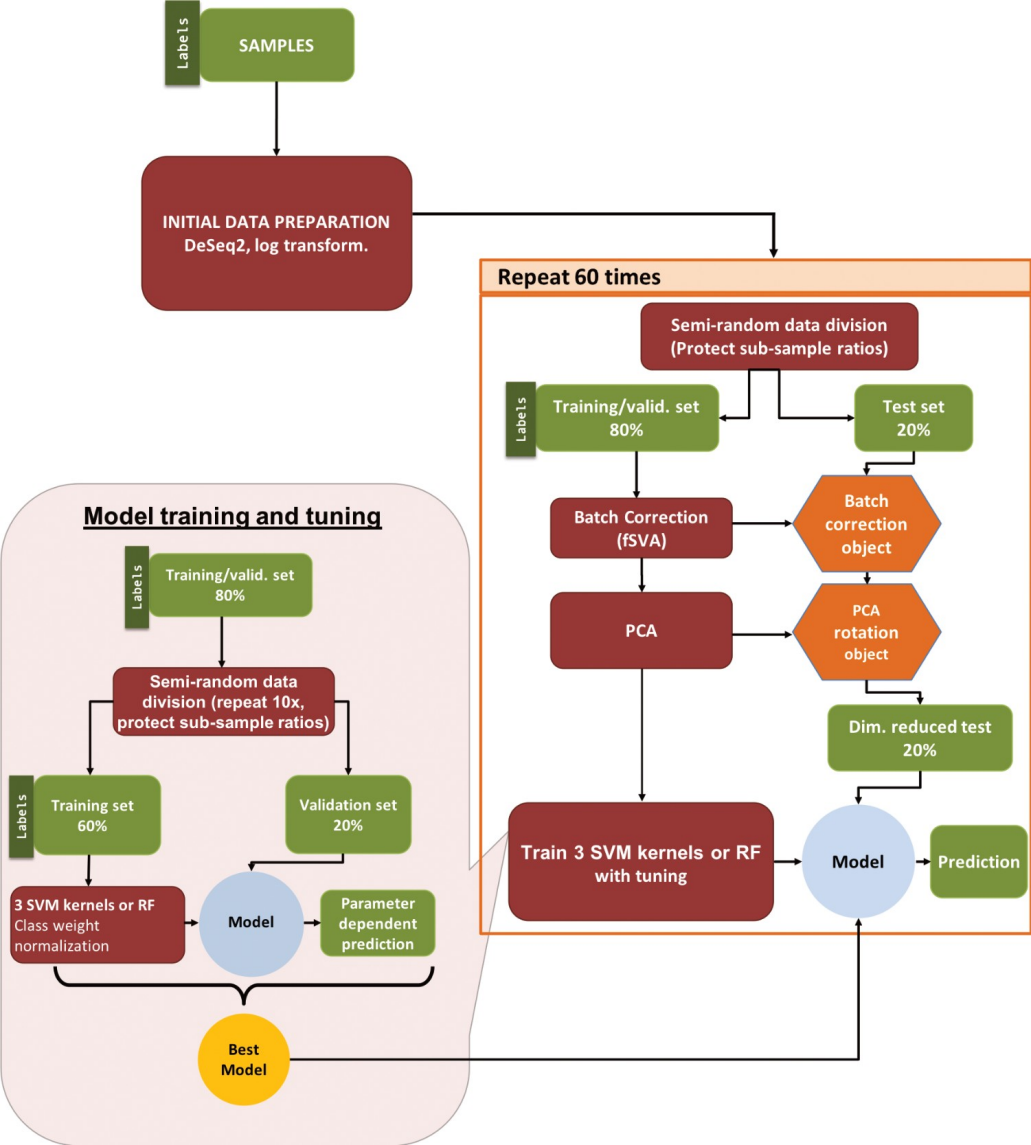
Machine learning pipeline. Our pipeline can be separated into three parts: (i) initial data preparation, (ii) training and prediction, and (iii) model tuning. After (i) initial data preparation, the samples are (ii) semi-randomly (preserving sub-sample ratios) separated into 2 parts, the training/validation set and the test set. After applying fSVA and PCA to the training/validation data, we train supervised SVM or random forest models on the training/validation set. After obtaining the tuned model we make predictions on the test data that has been batch corrected (via fSVA) and rotated (via PCA). This whole process is repeated 60 times to collect statistics on model performance. For model tuning (iii), the training/validation data set is similarly divided semi-randomly into training and validation datasets to optimize hyperparameters using a grid search approach. The tuning procedure is repeated 10 times and the parameter set that performs best—on average—during the 10 repeats is considered the winning model and is used for prediction on the test set data.

### Growth conditions can be predicted accurately from both mRNA and protein abundances

After constructing our analysis pipeline, we first asked whether there were major differences in the performance of different machine learning approaches. Since our overall goal was to demonstrate the feasibility and limitations of using machine learning on gene expression data to predict environmental features, we wanted to: i) ensure that our choice of machine learning algorithm did not substantially affect our results/conclusions and ii) determine the best method for this particular application since prior work has shown that the choice of machine learning model can substantially affect the accuracy of best fitting models [21,22]. We tested four different machine learning models: three based on Support Vector Machines (SVMs) with different kernels (radial, sigmoidal, and linear) and a fourth using random forest classification. We trained our models to predict [12,37] the entire four-dimensional condition vector at once for a given sample, and used the multi-class macro-*F*_1_ score [38] to quantify prediction accuracy.

We note that various metrics can be applied to quantify model accuracy during classification tasks—each with particular strengths and limitations. The multi-class macro-*F*_1_ score is the harmonic mean of precision (of all the positive predictions made by a model, “what fraction are correct?”) and recall (of all the possible positive predictions, “what fraction does the model return?”). This quantity approaches zero if either quantity approaches zero, and it approaches one if both quantities approach one (representing perfect prediction accuracy). We further emphasize that our scoring scheme will classify a prediction as incorrect if even a single variable is incorrectly predicted, even if the predictions for the remaining three variables of interest are correct. We made this choice, rather than binary classification of individual variables, so that our findings would be conservative and represent a lower bound on the prediction accuracy for this task.

We assessed model performance during the tuning stage of our pipeline by recording which model and hyper-parameter set had the best macro-*F*_1_ score for the validation set (S1 and S2 Figs). During this tuning stage, we found that the SVM model with a radial kernel clearly outcompeted the other models when fit to mRNA data, and the random forest model outcompeted the other models when fit to protein data (Table 1).

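During tuning, each model was scored by its mean macro-F1 over 10 splits of the training and validation samples, with costs of 0.1, 1, 10, 100 and 1000 for the SVM models and gamma from 0.001 to 0.3 for the radial and sigmoidal kernels. Random forests of 1000 trees were tuned over mtry of 2 and 4 and nodesize of 1 and 5. With ties counted for each winner, the radial kernel had the highest score in 31 of the 60 runs, the sigmoidal kernel in 23, the random forest in 6 and the linear kernel in 3. The best tuning score averaged 0.766 ± 0.0544 (SD, n = 60 runs) for the radial kernel and 0.766 ± 0.0562 (SD, n = 60 runs) for the sigmoidal kernel, so the difference between these kernels was smaller than the spread between runs. It averaged 0.754 ± 0.0532 (SD, n = 60 runs) for the linear kernel. For the random forest the average was 0.698 ± 0.0424 (SD, n = 60 runs), the lowest of the 4 models. The surrogate variables had been estimated with the condition labels of the validation samples included. Tuning scores therefore do not measure accuracy on new samples, where the radial kernel scored 0.365. From the number of runs won, the paper states that the radial kernel outcompeted the other models on mRNA data.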

**Table 1:** Winning-model distributions at the tuning stage. Numbers show the number of times out of 60 independent runs that each given model had the highest *F*_1_ score in the tuning process. Results are shown separately for predictions on the mRNA and the protein data. The ties are counted for all the “winner” models as a result the sums are bigger than 60.

Model	mRNA	Protein
**SVM, radial kernel**	53	8
**SVM, sigmoidal kernel**	6	41
**SVM, linear kernel**	0	3
**Random Forest**	1	13

We next compared the *F*_1_ scores for model predictions applied to the test set. 

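On the held-out samples, the SVM with radial kernel reached a macro-F1 of 0.365 ± 0.103 (SD, n = 60 splits) over the 16 growth conditions, with single splits between 0.112 and 0.626. With the condition labels of the samples permuted before the same steps, the mean was 0.0438 ± 0.0352 (SD, n = 60 splits). The difference of 0.321 (standard error 0.0568) was larger than the spread between splits (p = 4.76e-07, adjusted p = 9.52e-07 over 2 comparisons, two-sided variance-corrected resampled t test, which allows for the overlap of training samples between splits). Among the alternatives, leaving out fSVA moved this score most, to 0.569 ± 0.092 (SD, n = 60 splits). The fast method of fSVA was used; with its exact method, an alternative added after these scores had been seen, macro-F1 was 0.552 ± 0.0906 (SD, n = 60 splits). With 1 of the 3 batches of every experimental series held out as a whole, so that no test sample shared a batch with a training sample, macro-F1 was 0.476 ± 0.0833 (SD, n = 60 splits), against 0.507 ± 0.0933 (SD, n = 60 splits) when samples were split at random in the same 67:33 proportion.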

When using mRNA abundance data alone, the distribution of *F*_1_ scores from repeated testing of 60 independent replications were centered around a value of ~0.55 (Fig 3). 

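For the same test samples, macro-F1 was 0.365 ± 0.0971 (SD, n = 60 splits) with the sigmoidal kernel and 0.370 ± 0.0983 (SD, n = 60 splits) with the linear kernel. The random forest reached 0.352 ± 0.0698 (SD, n = 60 splits). The radial kernel exceeded the random forest by 0.0124 (standard error 0.0483), which was within the error between splits (p = 0.798, adjusted p = 0.87 over 2 comparisons, variance-corrected resampled t test). The difference between the radial and the linear kernel was -0.00509 (standard error 0.0311), also within that error (p = 0.87, adjusted p = 0.87, same test), and its sign changed with the processing.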

The *F*_1_ score distributions were virtually identical for the three SVM models and was lower for the random forest model. Model performance on test data using only protein abundance measurements was slightly worse than what was achieved with mRNA abundance data. However, it is important to note that the protein abundance data contains fewer samples overall, which may partially explain the decreased predictive accuracy of the protein-only model—a point to which we return to later.

**Fig 3:**
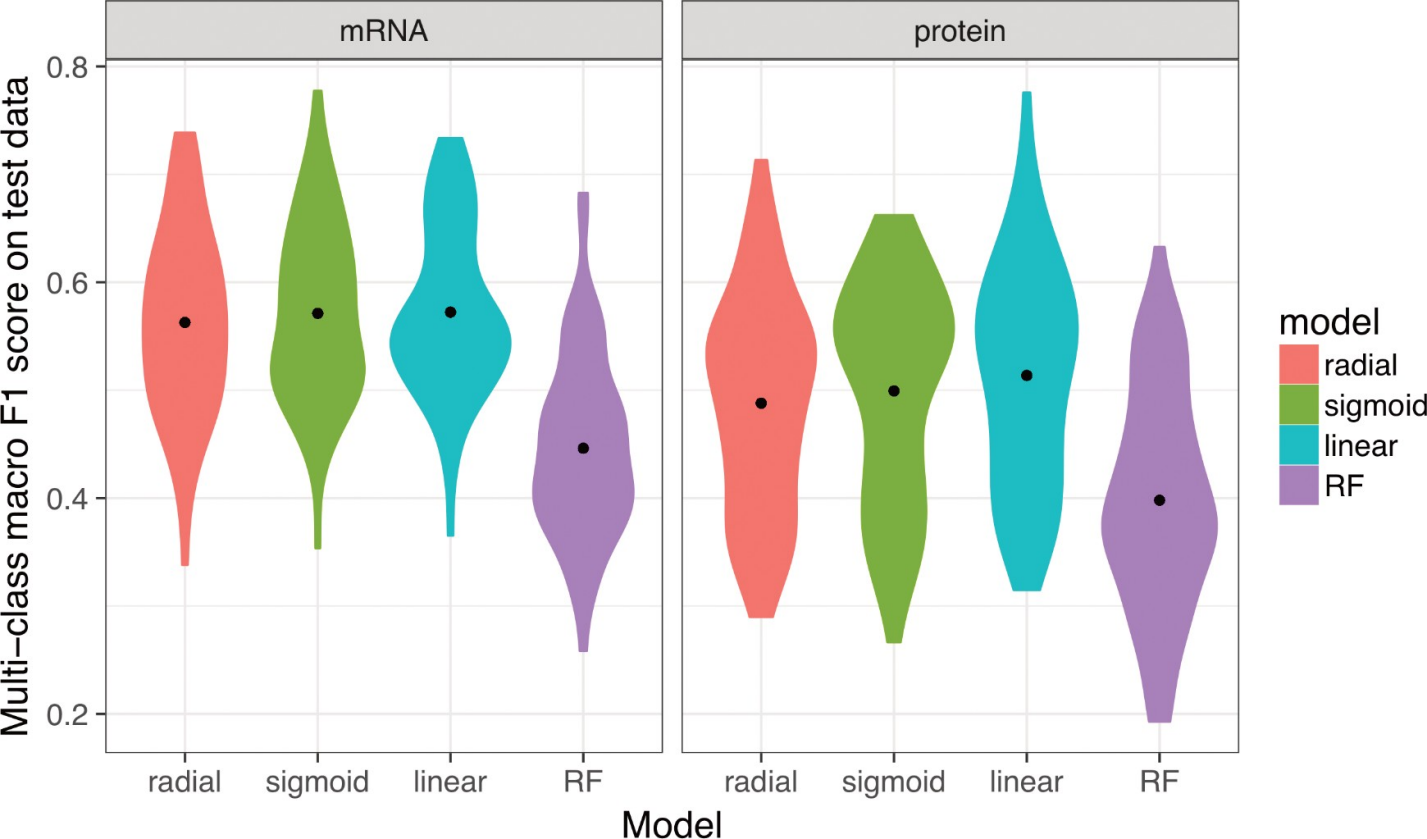
Performance of multi-class predictions. Distributions of multi-class macro *F*_1_ score for prediction of growth conditions from mRNA or protein abundances, using four different machine-learning algorithms (SVM with radial, sigmoidal, or linear kernel, and random forest [RF] models). For each model type, 60 independent models were trained on 60 independent subdivisions of the data into training/validation and test sets. We found that random forest models consistently performed worse than SVM models, and predictions based on mRNA data were slightly better than predictions based on protein data. The black dots represent the mean *F*_1_ scores.

In addition to assessing the overall accuracy of our predictive models using *F*_1_ scores, we also recorded the percentage of times specific growth conditions were accurately or erroneously predicted. We report these results in the form of a confusion matrix (Fig 4). Here, the column headings at the top show the predicted condition from the model on the test set and the rows show the true experimental condition. The numbers and shading in the interior of the matrix represent the percentage of cases that a given experimental condition was predicted to be a certain growth condition (numbers within each row add up to 100). The large numbers/dark colorings along the diagonal highlight the high percentage of true positive predictions whereas any off-diagonal elements represent incorrect predictions. 

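Over the 60 test sets, a mean of 43% ± 10.7 (SD, n = 60 splits) of the samples of a condition were assigned to that condition, averaged over the 16 conditions. Over the settings run, this average ranged from 35.5% with 5 axes to 61.9% without fSVA. With the exact method of fSVA, added after the scores had been seen, it was 60.7%. The percentages that follow are those of the main setting, with the fast method of fSVA. In exponential phase the radial SVM assigned 44.2% of 240 test predictions correctly on glucose with base Mg and base Na, 55% of 60 with high Na, 55.8% of 120 with high Mg and 37.1% of 240 with low Mg. For the other carbon sources in exponential phase, 47.8% of 180 predictions were correct on glycerol, 40% of 60 on lactate and 18.3% of 60 on gluconate. In stationary phase on glucose, 24.2% of 120 predictions were correct with base Mg and base Na, 41.7% of 120 with high Na, 49.2% of 120 with high Mg and 74.6% of 240 with low Mg. The stationary low Mg samples of the series that also held high Mg were correct in 27.3%, 57.1% and 0% of their predictions. Those of the low Mg series were correct in 33.3% to 100%, so the average differs between series. Single stationary high Mg samples ranged from 0% to 100%. Among the stationary samples on other carbon sources, 46.7% of 60 predictions were correct on glycerol, 30% of 60 on lactate and 1.67% of 60 on gluconate. In late stationary phase, 83.3% of 60 predictions were correct on glucose and 38.3% of 60 on glycerol. The largest off-diagonal share was that of late stationary glycerol samples, of which 60% of predictions fell on late stationary glucose. The spread of these percentages between splits was wide, from an SD of 12.9 percentage points for stationary gluconate to 50.3 for stationary glycerol, since most conditions had only a few test samples per split.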

We found that the erroneous off-diagonal predictions are partially driven by the uneven sampling of different conditions in the original dataset. Even though we used sample-number-adjusted class weights in all fitted models, we observed a trend of increasing fractions of correct predictions with increasing number of samples available during the training stage (S3 Fig).

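Across the 16 conditions, the percentage of correct predictions of the radial SVM was compared with the number of samples of the condition, which ranged from 3 to 21. Pearson's r was 0.349 (p = 0.184) and Spearman's rho was 0.447 (p = 0.0836, both from two-sided permutation tests with 100000 resamples), so the relation did not pass a threshold of 0.05 over all conditions. Without 2 conditions far from the median number of samples, r was 0.491 and rho was 0.617 (p = 0.0218, same test). Those left out were the condition with 21 samples and exponential low Mg, with 18 samples and 37.1% correct. Stationary low Mg, with 18 samples and 74.6% correct, was as far from the median and was kept. Leaving it out in place of exponential low Mg was not run, so this result may depend on the choice. With 102 samples drawn at random in place of the 152, rho was 0.538 (p = 0.033, same test). The conditions on gluconate and lactate, the smallest, were each grown in a series of their own, so their number of samples cannot be told apart from their series.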

**Fig 4:**
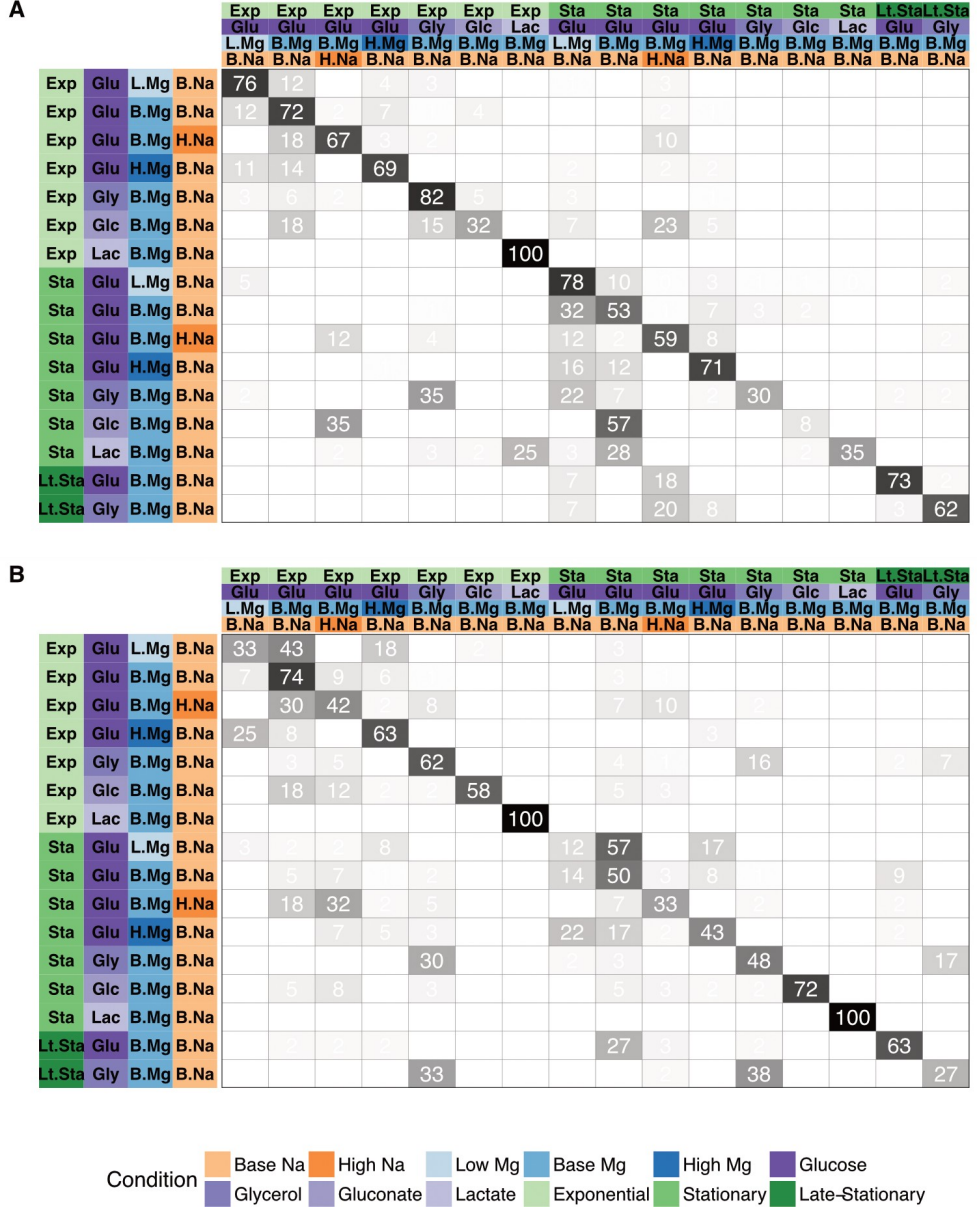
Test set prediction accuracy for specific growth conditions. In each matrix, rows represent true conditions and columns represent predicted conditions. The numbers in the cells and the shading of the cells represent the percentage (out of 60 independent replicates) with which a given true condition is predicted as a certain predicted condition. (A) Predictions based on mRNA abundances. Results are shown for the SVM with radial kernel, which was the best performing model in the tuning process on mRNA data, where it won 55 of 60 independent runs. In this panel, the average of the diagonal line is 60.5% and corresponding multi-class macro *F*_1_ score is 0.61. (B) Predictions based on protein abundances. Results are shown for the SVM with sigmoidal kernel, which was the best performing model in the tuning process on protein data, where it won 41 of 60 independent runs. In this panel, the average of the diagonal line is 55.1% and corresponding multi-class macro *F*_1_ score is 0.56.

As we previously noted, the *F*_1_ score quantifies accuracy by only considering perfect predictions (i.e. when all 4 features are correctly predicted); a sample that is incorrectly classified for all four features is thus treated the same as one that only differs from the true set of features by a single incorrect factor. In practice, however, we observed that the majority of incorrect predictions differed from their true condition vector by only a single value (S4 Fig).

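Of 1860 test predictions of the radial SVM, 1007 were wrong, and 670 of these wrong predictions differed from the true condition in a single feature. That is 66.5% of the errors, with an SD of 11.8 percentage points over the 60 splits and a range from 35% to 93.3%. A further 26.4% of the errors had 2 wrong features and 7.05% had 3. If each wrong prediction had been drawn evenly from the other 15 conditions, 29.7% would have differed in a single feature.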

### Joint consideration of mRNA and protein abundances improves model accuracy

We next asked whether predictions could be improved by simultaneously considering both mRNA and protein abundances. To address this question, we limited our analysis to the subset of 102 samples for which both mRNA and protein abundances were available and ran our analysis pipeline for mRNA abundances only, protein abundances only, and for the combined dataset containing both mRNA and protein abundances. For all four machine-learning algorithms, protein abundances yielded significantly better predictions than mRNA abundances (Fig 5, Table 2). This is in contrast to Fig 3, where we saw increased accuracy using mRNA abundance data. However, as previously noted, our dataset contains more mRNA abundance samples, which results in a larger amount of training data for the results presented in Fig 3. When compared on the same exact conditions—as depicted in Fig 5—protein abundance data appears more valuable for discriminating between different growth conditions. Notably, the combined dataset consisting of both mRNA and protein abundance measurements yielded the best overall predictive accuracy, irrespective of machine-learning algorithm used (Fig 5, Table 2).

**Fig 5:**
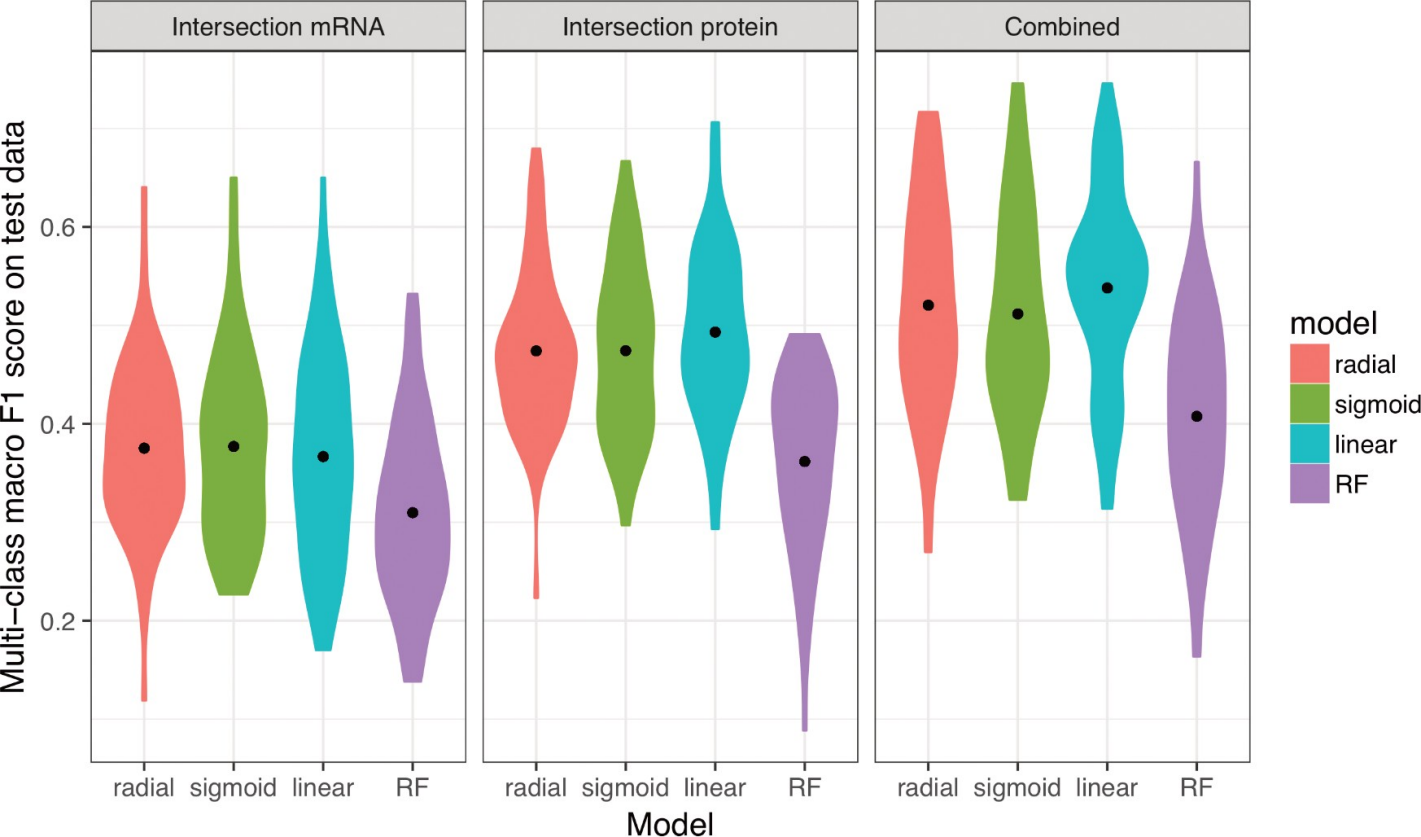
Models trained on both mRNA and protein data perform better than models trained on only one data type. The 102 samples for which we have both protein and mRNA abundances were used to compare the performance of machine learning models based on only mRNA, only protein, and mRNA and protein data combined (left to right, respectively). Regardless of the machine learning model used, prediction performance was higher for models that use protein data compared to mRNA data. Further, using both mRNA and protein data resulted in higher predictive power compared to either alone. Statistical significance of these differences is reported in Table 2.

**Table 2:** Statistical significance of comparisons shown in Fig 5. Distributions of multi-class macro *F*_1_ scores were compared using t-tests. The adjusted *P* value reports the false discovery rate (FDR). All comparisons are statistically significant after correction for multiple testing via FDR.

Model	Comparison	*P* value	Adjusted *P* value
**SVM, radial kernel**	mRNA vs protein	1.943E-09	4.663E-09
**SVM, radial kernel**	mRNA + protein vs mRNA	3.908E-13	2.345E-12
**SVM, radial kernel**	mRNA + protein vs protein	8.425E-03	1.087E-02
**SVM, sigmoidal kernel**	mRNA vs protein	3.327E-08	6.654E-08
**SVM, sigmoidal kernel**	mRNA + protein vs mRNA	3.088E-11	1.235E-10
**SVM, sigmoidal kernel**	mRNA + protein vs protein	3.517E-02	3.517E-02
**SVM, linear kernel**	mRNA vs protein	4.728E-11	1.418E-10
**SVM, linear kernel**	mRNA + protein vs mRNA	1.595E-15	1.914E-14
**SVM, linear kernel**	mRNA + protein vs protein	9.441E-03	1.087E-02
**Random forest**	mRNA vs protein	1.818E-03	2.727E-03
**Random forest**	mRNA + protein vs mRNA	1.928E-07	3.306E-07
**Random forest**	mRNA + protein vs protein	9.968E-03	1.087E-02

When considering the confusion matrices for the three scenarios (mRNA abundance, protein abundance, and combined), we found that many of the erroneous predictions arising from mRNA abundances alone were not that common when using protein abundances and vice versa (S5 and S6 Figs). For example, when using mRNA abundances, many conditions were erroneously predicted as being exponential phase, glycerol, base Mg^2+^, base Na^+^; or as stationary phase, glucose, base Mg^2+^, high Na^+^; these particular erroneous predictions were rare or absent when using protein abundances. By contrast, when using protein abundances, several conditions were erroneously predicted as being stationary phase, glycerol, base Mg^2+^, base Na^+^, and these predictions were virtually absent when using mRNA abundance data. 

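The paper's comparison used 102 samples, and since its text does not list them, the erroneous predictions were counted here over all 152 mRNA samples. They were counted only in the main setting, with the fast method of fSVA, so differences from the paper may come from this setting. Of the 1007 wrong predictions of the radial SVM, 19.2% fell on exponential phase, glucose, base Mg, high Na, a condition that holds 4.61% of the samples, and they came from 13 of the 15 other conditions. Stationary phase, glucose, low Mg, base Na received 13.6% of the errors and holds 11.8% of the samples. Of the conditions that the paper names for mRNA abundances, exponential phase, glycerol, base Mg, base Na received 8.54% of the errors from 11 other conditions, and it holds 9.87% of the samples. Stationary phase, glucose, base Mg, high Na received 3.28% of the errors from 10 other conditions and holds 5.92% of the samples.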

For predictions made from the combined dataset, erroneous predictions unique to either mRNA or protein abundances were suppressed, and only those predictions that arose for *both* mRNA and protein abundances individually remained present in the combined dataset (S7 Fig).

### Prediction accuracy differs between environmental features

We next assessed the sources of inaccuracy in our models. As previously noted, the majority of incorrect predictions differed by only a single factor (S4 Fig). The environmental features that accounted for most of these single incorrect predictions were Mg^2+^ concentration for the protein-only data and carbon source for mRNA-only data. 

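Among the 670 single-feature errors made from mRNA abundances, the wrong feature was the Mg level in 43.1%, the carbon source in 35.2% (SD of 12.2 percentage points over 60 splits), the growth phase in 11% and the Na level in 10.6%. These shares are those of the main setting, with the fast method of fSVA. Only the share of the carbon source was counted under other settings, so the order of the features may depend on the setting.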

Despite the importance of growth phase to macromolecular abundances, we reasoned that growth (e.g. exponential, stationary, late-stationary) is not an environmental variable and using this as a feature may partially skew our results if the goal is to predict *strictly external* conditions.

We thus trained and tested separate models using only exponential or only stationary phase datasets and asked to what extent these models could predict the remaining 3 environmental features (carbon source, [Mg^2+^], and [Na^+^]). We found that prediction accuracy was consistently better for models trained on exponential-phase samples compared to models trained on stationary-phase samples, irrespective of the machine-learning algorithm used or the data source (mRNA, protein abundances, or both) (Fig 6). This observation implies that *E*. *coli* gene expression patterns during stationary phase are less indicative of the external environment compared to cells experiencing exponential growth. 

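Within exponential phase, models predicted carbon source, Mg level and Na level together from 79 samples, and within stationary phase from 63 samples, each phase with 7 conditions. With the radial kernel, macro-F1 was 0.759 ± 0.129 (SD, n = 60 splits) in exponential phase and 0.489 ± 0.107 (SD, n = 60 splits) in stationary phase. The difference of 0.271 (standard error 0.0876) exceeded the error between splits (p = 0.00306, adjusted p = 0.00854 over the 4 models, two-sided variance-corrected resampled t test). For the sigmoidal kernel the difference was 0.265 (standard error 0.089, p = 0.00427, adjusted p = 0.00854, same test). The linear kernel gave a difference of 0.262 (standard error 0.0929, p = 0.00654, adjusted p = 0.00872, same test). For the random forest, macro-F1 was 0.636 ± 0.125 (SD, n = 60 splits) in exponential and 0.447 ± 0.134 (SD, n = 60 splits) in stationary phase, and the difference of 0.189 (standard error 0.0958) did not pass the threshold (p = 0.0531, adjusted p = 0.0531, same test). With whole batches held out, the difference for the radial kernel was 0.237 (p = 0.0243, same test). With the same number of samples per condition in both phases it was 0.220 (p = 0.0348, same test). When exponential samples were thinned to the mRNA read depths of the stationary samples, a comparison added after the data had been examined, the difference was 0.251 (p = 0.00391, same test). It was 0.0599 (p = 0.458, same test) when every sample was thinned to 3284 reads, the smallest total, and 0.0743 (p = 0.484, same test) over the 2291 genes with a mean count of at least 10. From the lower scores in stationary phase, the paper reasons that gene expression in stationary phase is less indicative of the environment.

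**Figure D2:**
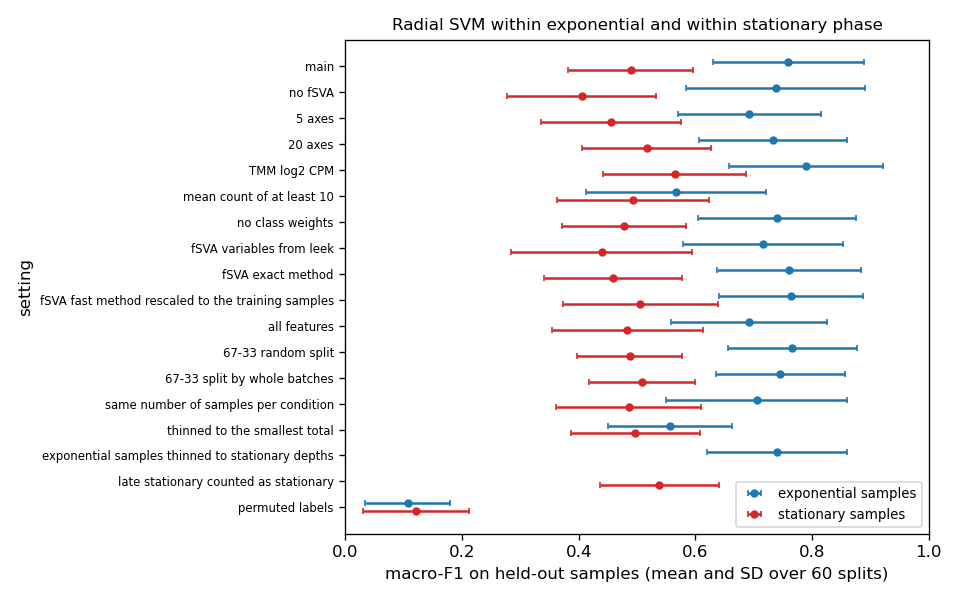
Macro-F1 of the radial SVM on held-out samples (horizontal axis) under each setting (vertical axis), as the mean (points) and SD (bars) over 60 splits. Blue points are models of exponential samples, at 0.759 in the main setting, and red points are models of stationary samples, at 0.489. Among the settings shown with true labels in both phases, the points lie closest together when all samples were thinned to the smallest total and when genes with a mean count under 10 were left out.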

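The response of single genes to each condition was measured within each phase against glucose with base Mg and base Na, with edgeR's quasi-likelihood test on the deposited counts and Benjamini-Hochberg adjustment. A gene was called changed with an adjusted p under 0.05 and an absolute log2 fold change of at least 1. In exponential phase, 98 of 2794 tested genes changed with high Na, 378 of 1868 with low Mg and 189 of 2447 with high Mg. On the other carbon sources in exponential phase, 258 of 2414 genes changed on glycerol, 94 of 3096 on lactate and 10 of 3098 on gluconate. In stationary phase, 77 genes rose and 46 fell of 407 tested with high Na, 77 rose and 42 fell of 661 with high Mg, and 58 of 535 changed with low Mg. On other carbon sources in stationary phase, 85 genes rose and 63 fell of 697 tested on glycerol, and 185 of 903 changed on lactate and 0 of 876 on gluconate, where 31 genes had an unadjusted p under 0.05. The stationary lactate count depended on 1 replicate, and fell to 1 gene without it. The exponential lactate count fell to between 29 and 36 genes whichever replicate was left out. Fewer genes could be tested in stationary phase because fewer had enough reads. The base samples came from 3 series. When the test was limited to samples of the same series, with and without the batch as a replicate block, the exponential counts fell to 1 gene with the block and 2 without it for high Na, and to 0 for low Mg, where 21 and 37 genes had an unadjusted p under 0.05, and to 0 for high Mg, where 194 and 152 genes did. In stationary phase the same-series test with the replicate block called 6 genes for high Na, 1 for high Mg and 0 for low Mg, where 38 genes had an unadjusted p under 0.05, and without the block it called 0, 1 and 0 genes, where 1.1e2, 212 and 54 genes had an unadjusted p under 0.05. These fits held few samples, with 3 base samples per phase in each series and 3 low Mg samples, so the lower counts may come from the smaller groups as well as from differences between series, and the fits do not separate the 2.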

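Within stationary phase, the radial SVM was compared with the same model fitted after the condition labels had been permuted. With permuted labels, macro-F1 averaged 0.121 ± 0.0908 (SD, n = 60 splits). The models with the true labels exceeded this by 0.368 (standard error 0.0736, p = 5.6e-06, adjusted p = 5.6e-06 over 2 comparisons, two-sided variance-corrected resampled t test). With the counts of every sample thinned to the same total the difference was 0.376 (p = 5.59e-06, same test), and with whole batches held out it was 0.387 (p = 1.24e-05, same test). Library composition alone, that is the number of mRNA reads and the percentages of reads on each RNA class, gave 0.332 in stationary phase. Part of the excess over permuted labels may therefore come from composition. In exponential phase, permuted labels gave a mean of 0.107 ± 0.0733 (SD, n = 60 splits).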

Despite the lower accuracies, however, predictive accuracy from models trained solely on stationary phase cells was still much higher than random expectation, highlighting the fact that quiescent cells retain a unique signature of the external environment for the conditions studied.

**Fig 6:**
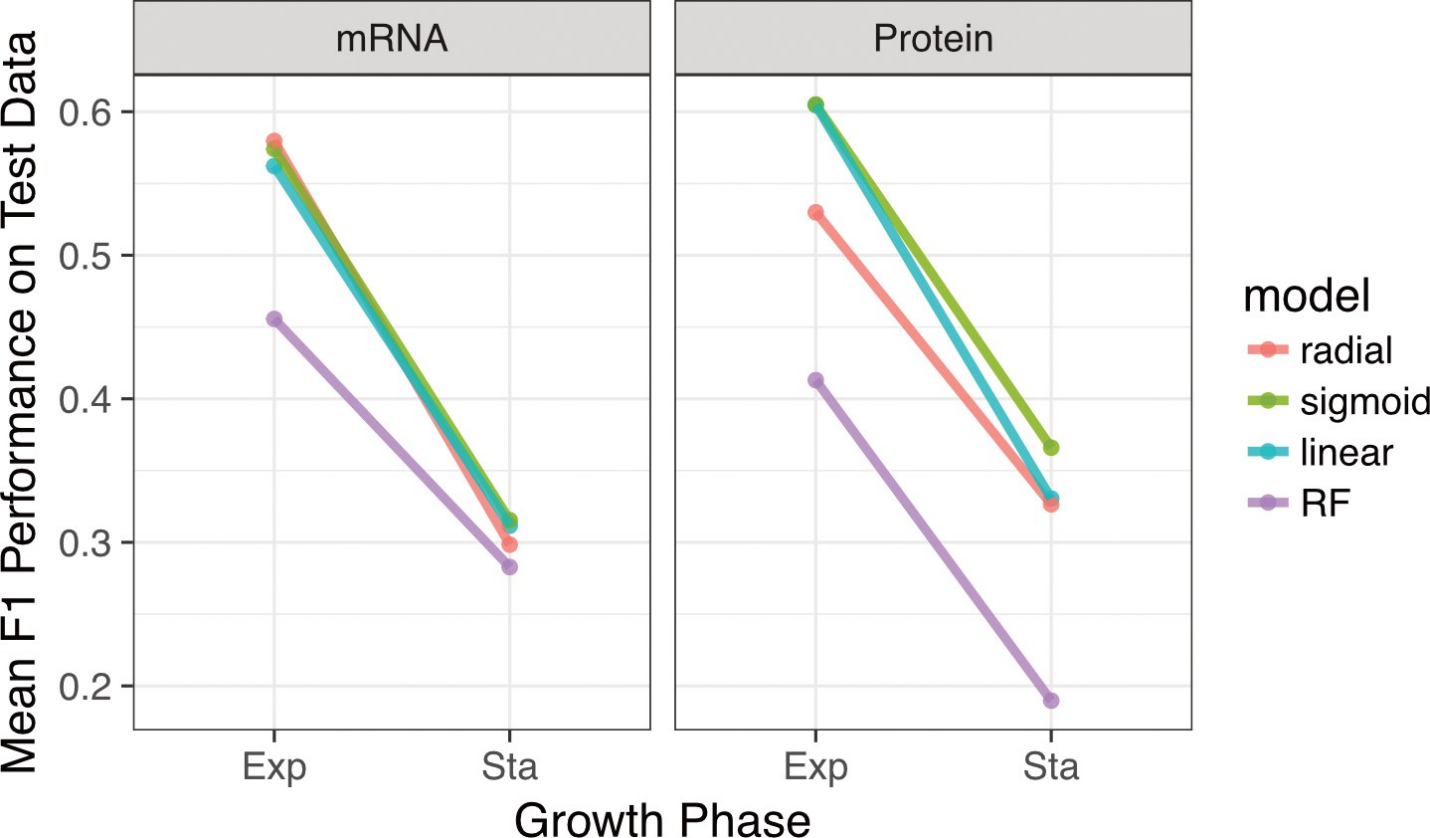
Prediction accuracy systematically declines from exponential to stationary phase growth. We separated data by growth phase and then trained separate models to predict carbon source, magnesium level, and sodium level within each growth phase. Regardless of the data source, prediction accuracy was substantially lower for stationary-phase samples than for exponential-phase samples. For each model and growth phase, dots show the mean *F*_1_ score over 60 replicates and lines connect mean *F*_1_ scores calculated for the same model.

To better understand which conditions were the most problematic to predict, we constructed models to predict only *individual* features rather than the entire set of 4 features. This is an easier task when compared to predicting all 4 dimensions simultaneously, and this ease is reflected in the relatively accurate confusion matrices that we observed (S8 Fig). 

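The paper's comparison of single features used 102 samples that its text does not list, and all 152 mRNA samples were used here. The radial SVM reached a macro-F1 of 0.746 ± 0.1 (SD, n = 60 splits) for the Mg level, 0.735 ± 0.112 (SD, n = 60 splits) for the growth phase, 0.692 ± 0.12 (SD, n = 60 splits) for the Na level and 0.624 ± 0.132 (SD, n = 60 splits) for the carbon source. Growth phase exceeded carbon source by 0.111 (standard error 0.086), which was within the error between splits (p = 0.202, adjusted p = 0.606 over the 6 pairs of features, two-sided variance-corrected resampled t test). The largest difference between features was 0.122, between the Mg level and the carbon source (standard error 0.0791, p = 0.128, adjusted p = 0.606, same test), so none of the 6 pairs could be ordered. Without fSVA, growth phase was predicted with a macro-F1 of 0.927 ± 0.0589 (SD, n = 60 splits) and exceeded carbon source by 0.214 (p = 0.000963, same test). With the exact method of fSVA, added after these scores had been seen, macro-F1 was 0.936 for growth phase, 0.845 for the Mg level, 0.773 for the Na level and 0.707 for the carbon source, and growth phase exceeded carbon source by 0.229 (p = 0.00134, same test). Library composition alone, without fSVA, gave 0.733 for growth phase and 0.709 for the Na level, close to the main scores. It gave 0.601 for the Mg level and 0.359 for the carbon source. Over 102 samples drawn at random, macro-F1 was 0.789 ± 0.113 (SD, n = 60 splits) for growth phase and 0.659 ± 0.106 (SD, n = 60 splits) for carbon source. The Mg level reached 0.749 and the Na level 0.624 there, so carbon source was not the lowest. It was also not the lowest with TMM normalization (0.699, Na level 0.652) or genes of a mean count of at least 10 (0.677, Mg level 0.617). The same held, added after the data had been seen, with all features (0.685, Na level 0.538).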

For predictions based on mRNA abundances only, models were most accurate in predicting growth phase and least accurate for carbon source, with Mg^2+^ and Na^+^ concentration falling between these two extremes. By contrast, for predictions based on protein abundances, the most predictable feature was carbon source, the least predictable was Mg^2+^ concentration with Na^+^ concentration and growth phase fell in-between these two extremes (Fig 7, S8 Fig). Finally, for the combined mRNA and protein abundance dataset, we found that accuracy for carbon source and Mg^2+^ concentration fell between the accuracies observed using mRNA and protein abundances individually. By contrast, accuracies for the Na^+^ concentration and growth phase were as good as—or better than—the prediction accuracies of the individual datasets (S9 Fig). Together, these findings highlight that mRNA and protein abundances differ in their ability to discriminate between particular environmental conditions.

**Fig 7:**
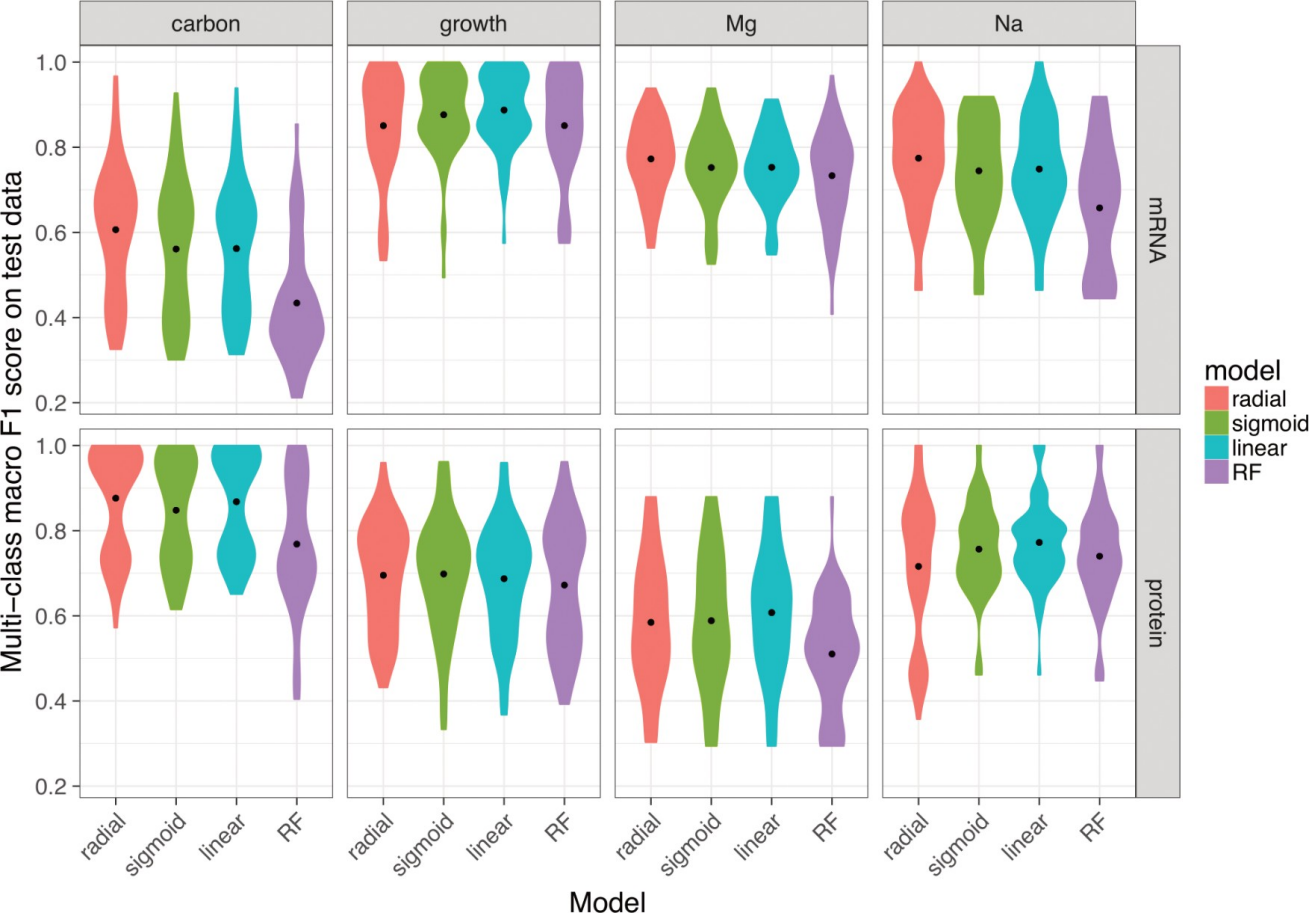
Model performance on univariate predictions. The multi-class macro-*F*_1_ score of tuned models over test data for four individual conditions: carbon source, growth phase, Mg^2+^ levels, and Na^+^ levels. To keep mRNA-based and protein-based predictions comparable, we used the 102 samples with both mRNA and protein abundances for this analysis. To facilitate comparison with our previous results, we used the multi-class macro-*F*_1_ score even for univariate predictions by averaging the component *F*_1_ scores for the individual outcomes (such as the different carbon sources).

### Model validation on external data

The samples that we studied throughout this manuscript are fairly heterogeneous and were collected by different individuals over a span of several months/years. However, different sample types were still analyzed within the same labs, by the same protocols, and thus may be more consistent than one might expect from data collected and analyzed independently by different labs—which would be an ultimate goal of future applications of this methodology. 

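The 21 exponential samples on glucose with base Mg and base Na came from 9 batches of 3 experimental series, which allowed the series to be compared at the same nominal condition. A radial SVM trained without the batch of the test sample assigned the samples to their series with a balanced accuracy of 51.1%. Of the 280 ways to assign the 9 batches to 3 series of 3 batches, 4 gave an accuracy as high (p = 0.0143, exact permutation test, one-sided). The batches differed in size, since the 3 batches of the glucose time course held 15 of the 21 samples. Most assignments therefore had other numbers of samples per series than the real one. For this reason the test cannot show that series differed by more than batches of the same series did. The glucose time course was sampled from 3 to 8 h and the other 2 series at 5.5 or 6 h, so series and sampling time cannot be told apart here.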

We thus applied our best-fitting protein abundance model to analyze protein data with *similar* conditions that was independently collected and analyzed [12]. However, the largest external comparison dataset that we could find consisted of measurements for only ~2,000 proteins, which is substantially less the 4196 proteins that we measured and constructed our models on. Further, the particular bacterial strain (BW25113, a “K” strain) used in this external dataset was distinct from ours (REL606, a “B” strain), so not all of the proteins from our model have direct orthologs in this external dataset. Based on our analysis of the dominant genes contributing to the principal components (S1 Table), however, this strain level-variation may be less important than the missing data values. We tested two alternative approaches of applying our model to the external data. For the first approach, we filled the missing parts of the external data with the median values of our in-house data before making predictions (Table 3). In the second approach, we restricted our training dataset to only include proteins that appeared in the external validation data set (Table 4). These two approaches lead to comparable results. Notably, our model made mostly correct predictions on this entirely independent dataset. The model was most accurate at distinguishing between different growth phase data, and moderately accurate at distinguishing Na^+^ concentration and carbon source. The external data did not consist of samples with variable Mg^2+^ concentrations, however, and we note that our model incorrectly predicted several samples to have high Mg^2+^.

**Table 3:** Performance of the protein model on external data.

Sample	Na^+^ level	Mg^2+^ level	Carbon source	Growth phase
**A (Base)**	base	high^‡^	Glucose	Exponential
**B (Glycerol)**	base	high^‡^	Glucose^‡^	Exponential
**C (High Na**^**+**^**)**	base^†^	high^‡^	Glucose	Exponential
**D (Stationary)**	base	base	Glucose	Stationary
**E (Late stationary)**	base	base	Glucose	Stationary^†^

For each of the five external samples we matched to conditions in our dataset, we show the predicted sodium level, magnesium level, carbon source, and growth phase. Regular text indicates a correct prediction for the sample in the given column.

The ‡ symbol indicates an incorrect prediction, and the † symbol indicates a prediction where the external data falls between two categories in our data (see Methods for details).

Predictions here are based on a model trained using our complete dataset, and any missing protein abundances in the external test data were replaced by the median values from the training dataset.

**Table 4:** Performance of the protein model on external data with different missing value assumptions.

Sample	Na^+^ level	Mg^2+^ level	Carbon source	Growth phase
**A (Base)**	base	base	Gluconate^‡^	Exponential
**B (Glycerol)**	base	base	Gluconate^‡^	Exponential
**C (High Na**^**+**^**)**	high	base	Glucose	Exponential
**D (Stationary)**	base	base	Glucose	Stationary
**E (Late stationary)**	base	base	Glucose	Stationary^†^

Similar to Table 3, here we show the accuracy of predictions based on a model that was trained only on the subset of proteins from our dataset that were present in the external test data.

Regular text indicates a correct prediction for the sample in the given column, the ‡ symbol indicates an incorrect prediction, and the † symbol indicates a prediction where the external data falls between two categories in our data.

## Discussion

Our central goal here was to determine whether gene expression measurements from a single species of bacterium are sufficient to predict environmental features. We analyzed a rich dataset of 152 samples for mRNA data and 105 samples for protein data across 16 distinctly classified laboratory conditions as a proof-of-concept. We showed that *E*. *coli* gene expression is responsive to external conditions in a measurable and consistent way that permits identification of environmental features from gene signatures alone via supervised machine learning techniques.

While *E*. *coli* is a well-characterized species, our analysis relies on none of this *a priori* knowledge. Previous approaches have focused on modeling cellular biology and metabolism in order to predict the growth capabilities of individual species in various environments [27–29]. Rather than using varied environmental conditions to interrogate cellular regulation [23,25], we instead determined that the abundances of cellular macromolecules themselves are sufficient to provide accurate information about environmental conditions.

Interestingly, we found that consideration of mRNA and protein datasets alone is sufficient to produce accurate results, but that joint consideration of both datasets results in superior predictive accuracy. This finding implies that post-transcriptional regulation is at least partially controlled by external conditions, which has been observed by previous studies that have investigated multi-omics datasets [13,37,39,40]. Such regulation may result from post-translational modifications [41], stress coping mechanisms [42], differential translation of mRNAs, or protein-specific degradation patterns.

Our results show that cellular growth phase places limits on the predictability of external conditions, with stationary phase cells being particularly difficult to distinguish from one another irrespective of their external conditions. A possible explanation for this behavior may be endogenous metabolism, whereby stationary phase cells start to metabolize surrounding dead cells instead of the provided carbon source. This new carbon source, which is independent of the externally provided carbon source, may suppress differences between cells growing on different external carbon sources [43,44]. Another reason for this behavior might be related to strong coupling between gene expression noise and growth rate. Multiple studies have concluded that lower growth rates are associated with higher gene expression noise, which might be a survival strategy in harsh environments [45]. Negative correlations between population average gene expression and noise have been shown for *E*. *coli* and *Saccharomyces cerevisiae*, lending support for this theory [46,47]. Finally, we note that stationary phase cells are likely to have depleted the externally supplied carbon sources after several days of growth. The similarity of stationary phase cells to other stationary phase cells may be a consequence of them actually inhabiting more similar chemical environments to one another compared to during exponential growth where nutrient concentrations are more varied across conditions. Despite these caveats with regard to cellular growth phase, discrimination of external environmental factors in stationary phase cells was still much better than random—indicating that these populations continue to retain information about the external environment despite their overall quiescence.

Another relevant finding to emerge from our study is that different features of the environment may be more or less easy to discriminate from one another and this discrimination may depend on which molecular species is being interrogated. Growth phase, for instance, can be reliably predicted from mRNA concentrations but similar predictions from protein concentrations were less accurate. 

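For glucose with base Mg and base Na, 12 stationary samples were compared with 21 exponential samples. Of 2096 tested genes, 1379 changed between the phases, 453 of them higher and 926 lower in stationary phase (edgeR's quasi-likelihood test, adjusted p under 0.05 and absolute log2 fold change of at least 1). With the batch as a replicate block, 1357 genes changed, and samples of the same batch deviated together only weakly between phases, with a mean correlation of 0.034 over 36 pairs. The median log2 fold change of all tested genes was -0.74, but it was -0.02 with DESeq2, so the size of the shift depends on the normalization. Falling genes outnumbered rising ones with DESeq2 as well, with 1331 lower and 934 higher in stationary phase. The largest rise was that of ECB_02894, from 7.1 ± 7.96 CPM (counts scaled to library size; SD, n = 21) in exponential to 953.8 ± 1216 CPM (SD, n = 12) in stationary phase, a log2 fold change of 7.18 (standard error 0.54, adjusted p = 1.19e-13 from edgeR's quasi-likelihood test). The largest fall was that of ECB_02785, from 62.9 ± 48.7 CPM (SD, n = 21) to no reads in any of the 12 stationary samples, a log2 fold change of -8.77 (standard error 1.47, adjusted p = 7.98e-06, same test). With no stationary reads, the size of this fold change depends on the fit, and it was -4.90 with DESeq2. The stationary samples held a median of 51631 mRNA reads against 1030818 in the exponential samples.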

A possible explanation for this observation may be the differences in life cycles between mRNAs and proteins [36,48]. Given the comparably slow degradation rates of proteins, a large portion of the stationary-phase proteome is likely to have been transcribed during exponential-phase growth. As another example, carbon sources can be reliably predicted from protein concentrations, but the accuracy of carbon source predictions from models trained on mRNA concentrations was more limited. 

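On glycerol in exponential phase, ECB_01566 showed the largest rise against glucose, from 40.9 ± 23.5 CPM (SD, n = 21) to 513.1 ± 647.9 CPM (SD, n = 15), a log2 fold change of 3.60 (standard error 0.39, adjusted p = 3.8e-08 from edgeR's quasi-likelihood test). ECB_02137 showed the largest fall, from 83.6 ± 66.8 CPM (SD, n = 21) to 11.3 ± 7.05 CPM (SD, n = 15), a log2 fold change of -2.75 (standard error 0.42, adjusted p = 1.95e-05, same test). Outside the glucose time course, the glucose samples lay between 7.7 and 39.8 CPM for ECB_02137. This range overlaps that of the glycerol samples, 0 to 26.4 CPM, so the size of the fall depends on the glucose series. All 15 glycerol samples lay on the same side of the median of the glucose samples for both genes, which was a condition for naming them. The glycerol and glucose samples share no batch, so the carbon source and the batch cannot be told apart for these genes. The 15 glycerol samples came from 3 batches and were tested as independent, although samples of a batch deviated together with a mean correlation of 0.107.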

Carbon assimilation is known to be regulated by post-translational regulation [49–51], which may be a possible reason for this finding (Fig 7, S9 Fig).

We investigated over 150 samples spanning 16 unique conditions, but a limitation of our work and conclusions is nevertheless sample size (though our study is comparable to or larger than similar multi-conditional transcriptomic and/or proteomic studies [12,52–54]). 

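The 102 mRNA samples of the smaller set are not listed in the paper's text, so 102 of the 152 samples were drawn at random for each of 60 runs, with at least 3 per condition. The radial SVM then reached a macro-F1 of 0.379 ± 0.0969 (SD, n = 60 splits) over the 16 conditions, against 0.365 with all 152, so the difference was smaller than the spread between splits. The share of test samples also differed, with 24 of 102 samples against 31 of 152, and the comparison was not run without fSVA or with its exact method, so it does not isolate the number of samples. The mean percentage of correct predictions per condition was 44.1% ± 9.69 (SD, n = 60 splits) with 102 samples.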

The comparison between all available data with the more limited set that includes only the samples for which we have both mRNA and protein abundances indicates that prediction accuracy decreases as the size of our training sets gets smaller (152 vs 102 mRNA samples, Fig 3 compared to Fig 5), strongly implying that training set sizes limit overall model accuracy for at least a portion of our results. A second but related possible issue with our study is associated with sample number bias [55–57]. We made corrections with weight factors [58,59] and used the multi-class macro-*F*_1_ score [60] to account for the fact that some conditions contained more samples than others, but the predictability of *individual* conditions nevertheless increased with the number of training samples for that particular condition (S3 Fig). Accuracy limitations could be more thoroughly evaluated through the use of learning curves to determine whether test set accuracies plateau with increasing training set size, but the class imbalance problem and fairly low number of overall samples per condition in our data make it difficult to evaluate accuracies across a broad range of training set sizes. Future work with larger sample numbers will be useful to interrogate whether accuracies are ultimately limited by training set sizes or by some other features inherent to the data and/or methods.

Another caveat of our study is our choice of score that we used to both optimize hyper-parameters during the training phase and report for our test set accuracies. The most comprehensive and intuitive evaluation of our results is contained within confusion matrices (Fig 4); collapsing these data-rich matrices into a single number is convenient but can also be problematic. Quantifying the accuracy of multi-class classifiers (simultaneously predicting 4 separate vectors) is challenging and standards are generally lacking but the multi-class macro-*F*_1_ score provides an intuitive scale (ranging from 0 to 1, with 1 representing perfect accuracy) and should account for all possible errors by averaging across predictions for each class. We recognize that the use of other scoring schemes, such as multi-class AUROC [61,62], could alter the model fits during the training phase and the final reported accuracies but the magnitude of these differences should be minor.

We also chose to evaluate different machine learning models throughout this manuscript to ensure the robustness of results and to determine if model choice had a substantial impact on classification accuracy. Overall, we found that the three SVM models performed equivalently to one-another and outperformed random forest models on most tasks. While machine learning models can be difficult to interrogate owing to data transformations, linear kernel SVM models return interpretable output that can be used to determine the most important features and therefore would be preferred for future work in this space given the seeming equivalence between linear, sigmoidal, and radial kernel models. The differences between all models were minor, however, and this finding shows that the accuracy of our classification task is robust to different assumptions.

Our study is a proof-of-principle, demonstrating that gene expression patterns of natural species may provide useful information for assessing various aspects of the environment. Other research has shown that the microbial species composition, derived from meta-genomic sequencing, may be useful for determining the presence of particular contaminants [6]. Our results suggest that further incorporation of species-specific gene expression patterns can likely improve the accuracy of such methods. While genetically engineered strains may play a similar role as low-cost environmental biosensors, we show that—with enough training data—the macromolecular composition of natural populations may provide sufficient information to accurately resolve past and present environmental conditions.

## Materials and methods

### Data preparation and overall analysis strategy

We used a set of 155 *E*. *coli* samples previously described [35,36]. Throughout this study, we used different subsets of these samples in different parts of the analysis. For “mRNA only” and “protein only” analyses we used all 152 samples with mRNA abundances and all 105 samples with protein abundances, respectively. For performance comparison of machine learning models between mRNA and protein abundances we used the subset of 102 samples that have both mRNA and protein abundance data. After selecting appropriate subsets of the data for a given analysis, we added abundances from technical replicates, normalized abundances by size factors calculated via DeSeq2 [63], and applied a variance stabilizing transformation [64,65] (VST).

For each separate analysis, we divided the data into two subsets, (i) the training/validation set and (ii) the test set, using an 80:20 split (Fig 2). This division was done semi-randomly, such that our algorithm preserved the ratios of different conditions between the training/validation and the test subsets. We retained the condition labels in the training/validation data (thus our learning was supervised) but we discarded the sample labels for the test set. 

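Before any correction, samples of the same batch deviated together from the mean of their condition in some series, which is the kind of difference that fSVA is meant to remove. In exponential phase, the mean correlation of these deviations was 0.314 over 45 same-batch pairs in the series with high Mg. For the glucose time course it was 0.239 over 30 same-batch pairs. In the NaCl series it was -0.026 over 4 same-batch pairs, too few to tell whether batches differed. Stationary samples of the series with high Mg had a mean correlation of 0.067 over 45 same-batch pairs.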

We then applied frozen Surrogate Variable Analysis [66] (fSVA) to remove batch effects from the samples. This algorithm can correct for batch effects in both the training & tune and the test data, without knowing the labels of the test data. After fSVA, we used principal component analysis [67] (PCA) to define the principal axes of the training/validation set and then rotated the test data set with respect to these axes. We then picked the top 10 most significant axes in the training/validation dataset for learning and prediction. Finally, we trained and tuned our candidate machine learning algorithms with the dimension reduced training/validation dataset and then applied those trained and tuned algorithms on the dimension-reduced test dataset to make predictions. This entire procedure was repeated 60 times for each separate analysis (Fig 2).

We used four different machine learning algorithms: SVM models with (i) linear, (ii) radial, and (iii) sigmoidal kernels, and (iv) random forest models. We used the R package e1071 [68] for implementing SVM models and the R package randomForest [69] for implementing random forest models. SVMs with radial and sigmoidal kernels were set to use the c-classification [70] algorithm.

### Model scoring

Our goal throughout this work was to predict multiple parameters (i.e., growth phase, carbon source, Mg^2+^ concentration, or Na^+^ concentration) of each growth condition at once. Therefore, we could not measure model performance via ROC or precision–recall curves, which assume a simple binary (true/false) prediction. Instead, we assessed prediction accuracy via *F*_1_ scores, which jointly assess precision and recall. In particular, for predictions of multiple conditions at once, we scored prediction accuracy via the multi-class macro *F*_1_ score [38,60,71] that normalizes individual *F*_1_ scores over individual conditions, i.e., it gives each condition equal weight instead of each sample. There are two different macro *F*_1_ score calculation that have been proposed in the literature. First, we can average individual *F*_1_ scores over all conditions *i* [60]:

$$F_{1,\;\mathrm{macro}}=\langle F_{1,i}\rangle$$

where 〈⋯〉 indicates the average and the individual *F*_1_ scores are defined as:

$$F_{1,i}=2*{Precision}_{i}*{Recall}_{i}/\left({Precision}_{i}+{Recall}_{i}\right).$$

Alternatively, we can average precision and recall and then combine those averages into an *F*_1_ score [38]:

$$F_{1,\;\mathrm{macro}}=2\;\langle {Precision}_{i}\rangle \;\langle {Recall}_{i}\rangle /\left(\langle {Precision}_{i}\rangle +\langle {Recall}_{i}\rangle \right).$$

Between these two options, we implemented the first, because it is not clear that individually averaging precision and recall before combining them into *F*_1_ appropriately balances prediction accuracies from different conditions with very different prediction accuracies.

### Model training and tuning

For training, we first divided the training/validation data further into separate training and validation datasets, using a 75:25 split (Fig 2). As before, for the subdivision between training/validation and test data, we did this semi-randomly while trying to preserve the ratios of individual conditions. We repeated this procedure 10 times to generate 10 independent pairs of training and validation datasets. Next, we generated a parameter grid for the tuning process. We optimized the "cost" parameter for all three SVM models and the "gamma" parameter for the SVM models with radial and sigmoidal kernels (S1 Fig). For the random forest algorithm, we optimized three parameters; "mtry", "ntrees", and "nodesize".

We trained each of the four machine learning models on all 10 training datasets and made predictions on the 10 validation datasets. We applied a class weight normalization during training, where class weights are inversely proportional to the corresponding number of training samples and calculated independently for each training run. We calculated macro-*F*_1_ scores for each model parameter setting for each validation dataset and then averaged the scores over all validation datasets to obtain an average performance score for each algorithm and for each parameter combination. The parameter combination with the highest average *F*_1_ score was considered the winning parameter combination and was subsequently used for prediction on the test dataset (Fig 2).

### Model validation on external data

We validated our predictions against independently published external data [12]. This external dataset consisted of 22 conditions, of which we could match five to our conditions. For all five samples, Mg^2+^ levels were held constant in the external dataset at a level that *approximately* matched our base Mg^2+^ concentrations. The first sample used glucose as carbon source, did not experience any osmotic stress (no elevated sodium), and was collected during the exponential growth phase. The second sample used glycerol as carbon source, did not experience any osmotic stress (no elevated sodium), and was collected in the exponential growth phase. The third sample included 50mM sodium, glucose as carbon source, and was collected in the exponential growth phase. Because our high-sodium samples all included 100mM of sodium or more [35], this third sample fell in-between what we consider “base” sodium and “high” sodium. Samples four and five used glucose as carbon source, did not experience osmotic stress, and were measured after 24 and 72 hours of growth, respectively. In our samples, we defined stationary phase as 24–48 hours and late stationary phase as 1 to 2 weeks [35]. Thus, sample four matched our stationary phase samples and sample five fell in-between our stationary and late-stationary phase samples.

### Statistical analysis and data availability

All statistical analyses were performed in R. All processed data and analysis scripts are available on GitHub: https://github.com/umutcaglar/ecoli_multiple_growth_conditions (permanent archived version available via zenodo: 10.5281/zenodo.1294110). mRNA and protein abundances have been previously published [35,36]. Raw Illumina read data and processed files of read counts per gene are available from the NCBI GEO database [72] (accession numbers GSE67402 and GSE94117). Mass spectrometry proteomics data are available via PRIDE [73] (accession numbers PXD002140 and PXD005721).

## Supporting information

S1 Table Feature importance in principal component analysis. Listed are the top 10 genes that contribute the most to the indicated dataset and principal component.
(XLSX) Click here for additional data file.

S1 Fig Tuning results for predictions based on mRNA data, generated from one of 60 independent runs and chosen for demonstration purposes. Model performance is measured as the mean *F*_1_ score over 10 independent tuning runs. Higher numbers indicate better performance. (A) Tuning results for SVMs with linear kernel. Only the cost parameter was tuned. (B) Tuning results for SVMs with radial kernel. The cost and gamma parameters were tuned. The red dot indicates the winning parameter combination. (C) Tuning results for SVMs with sigmoidal kernel. The cost and gamma parameters were tuned. The red dot indicates the winning parameter combination. (D) Tuning results for random forest models. The mtry, nodesize, and ntrees parameters were tuned. We used three values for ntrees, 1000, 5000, and 10000, shown as three separate panels. The red dot indicates the winning parameter combination.
(TIFF) Click here for additional data file.

S2 Fig Tuning results for predictions based on protein data, generated from one of 60 independent runs and chosen for demonstration purposes. (A) Tuning results for SVMs with linear kernel. Only the cost parameter was tuned. (B) Tuning results for SVMs with radial kernel. The cost and gamma parameters were tuned. The red dots indicate the winning parameter combinations. (C) Tuning results for SVMs with sigmoidal kernel. The cost and gamma parameters were tuned. The red dot indicates the winning parameter combination. (D) Tuning results for random forest models. The mtry, nodesize, and ntrees parameters were tuned. We used three values for ntrees, 1000, 5000, and 10000, shown as three separate panels. The red dot indicates the winning parameter combination.
(TIFF) Click here for additional data file.

S3 Fig Percentage of correct predictions as a function of the number of samples during training. (A) Predictions based on mRNA abundances. (B) Predictions based on protein abundances.
(TIFF) Click here for additional data file.

S4 Fig The error count distribution for mRNA (A) and protein (B) confusion matrices. The number of mis-predicted labels (x-axis) indicates how many of the 4 possible condition variables that an individual prediction got wrong. 0 mis-predicted labels (the majority in both cases) means that model predictions were 100% accurate. In both cases (mRNA and protein), when an incorrect prediction was made, it was most frequently due to a single variable being incorrectly predicted (number of mis-predicted labels with a value of 1) as compared to errors predicting more than one variable for a given condition (2 and 3 mis-predicted labels).
(TIFF) Click here for additional data file.

S5 Fig Prediction accuracy for specific growth conditions for intersection mRNA data. Rows represent true conditions and columns represent predicted conditions. The numbers in the cells and the shading of the cells represent the percentage (out of 60 independent replicates) with which a given true condition is predicted as a certain predicted condition. Predictions based on mRNA abundances, generated by using subset of mRNA samples which has matching protein pairs. Results are shown for the SVM with radial kernel, which was the best performing model in the tuning process on mRNA data, where it won 48 of 60 independent runs. The average of the diagonal line is 44.1% and multi class macro F1 score is 0.43.
(TIFF) Click here for additional data file.

S6 Fig Prediction accuracy for specific growth conditions for intersection protein data. Rows represent true conditions and columns represent predicted conditions. The numbers in the cells and the shading of the cells represent the percentage (out of 60 independent replicates) with which a given true condition is predicted as a certain predicted condition. Predictions based on protein abundances, generated by using subset of protein samples which has matching mRNA pairs. Results are shown for the SVM with sigmoid kernel, which was the best performing model in the tuning process on mRNA data, where it won 47 of 60 independent runs. The average of the diagonal line is 52.3% and corresponding multi class macro F1 score is 0.53.
(TIFF) Click here for additional data file.

S7 Fig Prediction accuracy for specific growth conditions for intersection mRNA & protein data. Rows represent true conditions and columns represent predicted conditions. The numbers in the cells and the shading of the cells represent the percentage (out of 60 independent replicates) with which a given true condition is predicted as a certain predicted condition. Predictions based on protein abundances, generated by using subset of mRNA & protein samples which has matching pairs. Results are shown for the SVM with sigmoid kernel, which was the best performing model in the tuning process on combined intersection data, where it won 27 of 60 independent runs. The average of the diagonal line is 56.1% and corresponding multi class macro F1 score is 0.57.
(TIFF) Click here for additional data file.

S8 Fig Prediction accuracy for univariate predictions using intersection mRNA and intersection protein data, as in the main text Fig 7. (A) Prediction of carbon source from mRNA abundances. (B) Prediction of carbon source from protein abundances. (C) Prediction of growth phase from mRNA abundances. (D) Prediction of growth phase from protein abundances. (E) Prediction of Mg^2+^ levels from mRNA abundances. (F) Prediction of Mg^2+^ levels from protein abundances. (G) Prediction of Na^+^ levels from mRNA abundances. (H) Prediction of Na^+^ levels from protein abundances.
(TIFF) Click here for additional data file.

S9 Fig Prediction accuracy for univariate predictions based on intersection mRNA abundances, intersection protein abundances, or the combined dataset including both mRNA and protein abundances. Protein abundances are more predictive for carbon source and Mg^2+^ levels, and mRNA abundances are more predictive for Na^+^ levels and growth phase.
(TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

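The data are RNA-seq measurements of 152 samples of E. coli REL606 grown on 4 carbon sources, at 3 levels of Mg and 2 levels of Na, and collected in exponential, stationary or late stationary phase. Protein abundances were not analysed here. Each sample was assigned to a growth condition, an experimental series and a batch from its sample labels, and the conditions were grouped into 16 as the paper describes. The low Mg samples had 0.005 to 0.08 mM Mg, the base samples 0.8 mM and the high Mg samples 8 to 400 mM. The base samples had 5 mM Na and the high Na samples 100 to 300 mM.

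The authors trimmed the reads, mapped them to the REL606 genome and deposited, for each sample, the raw read count of each feature, without normalization. The paper's text names no aligner, counting tool or annotation. In a second table, the authors deposited read totals as counts and the percent of mapped reads on mRNA, tRNA, rRNA and other non-coding RNA. The counts on protein-coding genes were used as mRNA abundances, and the totals and percentages were used only to describe the libraries and in a model of library composition. Features are listed by REL606 locus identifiers. The gene table at hand is that of a K-12 strain and matched none of them, so genes are not named and the genes on PC1 and PC2 were not compared with the paper's lists. The step in which the paper adds technical replicates was not repeated, since each sample has a single column of counts.

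The number of mRNA reads per sample ranged from 3284 to 5010399, with a median of 178047, and 4 stationary samples had fewer than 10000. At the median depth of 41655 reads in stationary phase, genes with low expression had few or no reads, and the precision of a single gene's count is set by these numbers. Intervals from counting alone are not given, because the spread between samples of a condition was larger than the counting error.

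The classifiers followed the steps the paper lists, except that the number of trees of the random forest was fixed at 1000, where the paper tuned it; with the number of trees tuned as well, macro-F1 of the random forest over the 16 conditions was 0.342. Counts were normalized by the size factors of DESeq2 (version 1.42.0) and transformed by its variance stabilizing transformation. In each of 60 runs the samples were divided at random within conditions into 80% for training and validation and 20% for testing, with at least 1 test sample per condition. Surrogate variables were estimated on the training and validation samples with sva (version 3.50.0), their number taken from its permutation method with 20 permutations, and fSVA with its fast method was applied to the test samples. The paper's text does not name the number of surrogate variables or the fSVA method. The top 10 principal axes of the training and validation samples were kept. SVM models were fitted with e1071 (version 1.7.16) and random forests with randomForest (version 4.7.1.2), with class weights inverse to the size of the class. Parameters were tuned over 10 splits of the training and validation samples in a 75:25 proportion. Macro-F1 was the mean of the F1 scores of the conditions, with an undefined score counted as 0. Scores are means and SD over 60 splits. Since splits share samples, scores were compared with the variance-corrected resampled t test of Nadeau and Bengio, two-sided. Models with permuted labels kept the main setting in every comparison. Correlations were tested by 100000 permutations.

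Changes of single genes were tested on the deposited counts with edgeR (version 4.0.16), with TMM normalization, its filter on low counts by group, the quasi-likelihood test and Benjamini-Hochberg adjustment over the tested genes. Each fit held the samples of the groups compared, and differences between phases were tested as the interaction of condition and phase. The genes named in the text are those with the largest rise or fall past the thresholds whose samples all lay on the same side of the base median, and at most 2 of each are printed. The pairing of samples by batch comes from the batch numbers in the sample labels. Batches are shared only by samples of the same series, so the replicate block was used for the contrast of phases and for contrasts within a series. Limma (version 3.58.1) was used for 1 alternative.

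The alternatives comprised leaving out fSVA, another number of surrogate variables, 5 or 20 axes, TMM normalization, a filter on mean counts of at least 10, no class weights, 67:33 splits of samples or of whole batches, thinning of counts, fewer samples, DESeq2 in place of edgeR, no filter on low counts, all 16 conditions in a single fit, leaving out each replicate in turn, and fits within a series. Added after the data had been seen were all features in place of protein-coding genes, thinning of exponential samples to the depths of the stationary ones, limma with weights by phase, the exact method of fSVA, the fast method with the surrogate variables of new samples on the scale of the training samples, and 67:33 splits without fSVA. The steps were tested on simulated data. With counts drawn at the means and depths of the real samples and 200 genes changed 4 times, edgeR recovered all 159 changed genes that passed its filter at the exponential depths and all 109 at the stationary depths, with 0 genes called that had not been changed and 0 called when none had been changed. For the interaction, edgeR called 61 genes that had not been changed, beside 108 of the 200 changed ones, when the dispersion was 0.5 in stationary and 0.1 in exponential phase. The classifier steps gave a macro-F1 of 0.928 on simulated samples with 100 changed genes per condition and 0.152 with none, over 12 splits. These were 63 simulated stationary samples of 7 conditions without batch effects, so the models of 16 conditions were not tested in this way.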

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

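The tests of the stationary high Na sample, and limma with weights by phase, were chosen only after the results they concern had been seen.

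In the group of 9 stationary samples on glucose with high Na, 1 sample lay far from the others. It had 3286311 mRNA reads, against at most 32577 in the other 8 samples and a group median of 16277, and 49.6% of its mapped reads fell on tRNA, against a group median of 82.8%. Such gaps were looked for in 10 sets of values, of which these were the 2 with a sample far from the rest, both of them this sample; by chance about 1 in 20 sets would pass the limit used, and the gap took 0.991 of the range for mRNA reads and 0.642 for tRNA, both above it. The sample was grown with 300 mM Na and collected at 29 h. It had 11068749 trimmed reads, while another sample of the group had 11310092, so the number of sequenced reads does not account for its mRNA reads. mRNA took 33.4% of its mapped reads, against at most 1.35% in the other 8. A candidate explanation is a library of another growth phase under this label. Models of growth phase alone placed the sample in exponential phase in 61.5% of the 13 splits in which it was a test sample, and without fSVA in 13 of 13. A mislabelled library therefore remains as an explanation, and it was not tested against a culture that was still growing when collected. The other 2 cultures at 300 mM Na, collected at 28 and 29 h, had 16277 and 32577 mRNA reads, which goes against a general effect of this Na level. The sample was kept under its label in all results.

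The response of genes to a condition differed between exponential and stationary phase, tested as the interaction of condition and phase with edgeR's quasi-likelihood test. The number of genes with an adjusted p under 0.05 and an absolute interaction of at least 1 on the log2 scale was 710 for high Na, 422 for low Mg, 593 for high Mg, 190 for glycerol, 6 for gluconate and 5 for lactate. Other splits of the samples into groups of the same sizes, which part as many pairs of samples of the same batch, were counted with the real split included. As many genes differed in 1 of 100 splits for high Na, in 2 of 100 for low Mg and in 2 of 100 for high Mg. For glycerol, where only whole batches were regrouped, 1 of 20 splits did, and 20 splits cannot give a share under 0.05, so this count cannot be told apart from another grouping of batches. For gluconate, 16 of 84 splits gave as many genes, 15 of them other regroupings of whole batches, and for lactate 11 of 84, 10 of them such regroupings, so that batch and condition cannot be told apart there.

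A difference between experimental series is a further technical explanation. When only samples of the same series were used, with the batch as a replicate block, 0 genes differed for high Na, with 347 at an unadjusted p under 0.05, and 0 for high Mg, with 1.7e2. These fits held only 3 base samples per phase, so the smaller groups may also lower the counts. A larger spread between stationary samples is another. In simulated counts with a larger dispersion in stationary phase, edgeR called up to 61 genes that had not been changed, and limma with weights by phase at most 13. On the measured counts limma with weights by phase called 510 genes for high Na, 380 for low Mg and 602 for high Mg. It called 34 rising and 81 falling for glycerol, 4 for gluconate and 7 for lactate. For high Na and high Mg, the conditions simulated, unequal dispersion of the simulated size does not account for most of the calls. The simulated dispersions were not estimated from the measured counts, and the simulated samples had no batch effect, so a larger spread is not excluded. The interaction for high Na was not refitted without the outlying stationary sample. The counts for gluconate and lactate lie below the largest numbers of false calls, but those came from runs with 200 changed genes. With no gene changed and the larger stationary dispersion, edgeR called 20 genes for high Na and 6 for high Mg. Limma called 1 and 0 there, fewer than its 4 for gluconate and 7 for lactate. Gluconate and lactate were not simulated, so unequal dispersion is neither shown nor excluded for them. Read depth also differs between the phases, and after thinning all samples of a fit to the smallest total, 48 genes differed for high Na, 98 of 343 tested for low Mg and 55 of 160 tested for high Mg, against 1956 and 2161 genes tested at full depth for low Mg and high Mg, so thinning lowered the number of genes that could be tested and does not show that depth accounts for the calls. The median interaction over all tested genes was 0.24 for high Na, 0.23 for low Mg, 0.22 for high Mg, 0.30 for glycerol, 0.20 for gluconate and 0.80 for lactate; with DESeq2 it was 1.15, 0.55, 0.34, 0.57, -0.17 and 0.04, so the shift depends on the normalization. Series and a spread larger than simulated remain as explanations, and the difference in depth was not separated from phase. None of these 6 patterns is called biological here.

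Reads on tRNA, which the paper does not analyse, took a median of 73.6% of the mapped reads over the 152 samples, with a median of 65.7% in exponential and 82.8% in stationary phase. No technical or biological explanation of this share was tested.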

How the results depend on the processing

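The alternatives named below as added were chosen after the results had been seen; the others were set before the data were examined.

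Under all alternatives run for them, the scores with true labels exceeded those with permuted labels past the threshold, by 0.247 to 0.525 over the 16 conditions and by 0.284 to 0.443 in stationary phase. The percent of errors with a single wrong feature stayed within 1 SD (57.9 to 77.4), as did the share of single-feature errors in the carbon source (28.6 to 46.5) and macro-F1 for the carbon source (0.558 to 0.713). The expression percentile of the PC1 genes stayed above random lists (74.3 to 95.4), and the 4 named genes kept their direction and their side of the threshold.

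Over the 16 conditions, macro-F1 moved by more than 1 SD under these settings, in the order radial, sigmoidal and linear kernel and random forest: without fSVA to 0.569, 0.579, 0.566 and 0.474; with 67:33 splits of samples to 0.507, 0.504, 0.505 and 0.453; and, added, with the exact method of fSVA to 0.552, 0.530, 0.524 and 0.469 and with its fast method rescaled to the training samples to 0.535, 0.531, 0.520 and 0.476. With the Leek number of surrogate variables the 3 kernels reached 0.480, 0.5004 and 0.488, and with whole batches held out the radial and sigmoidal kernels 0.476 and 0.4655. Without fSVA and with 67:33 splits, added, the radial kernel reached 0.556. The random forest moved to 0.279 with 5 axes and to 0.247 with all features, an added setting. For the 80:20 and 67:33 splits a test of the cause is given under the other observations; for the rest the cause was not tested.

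The difference between the radial and the linear kernel, -0.00509, reversed to 0.00429 with 102 samples, 0.000429 with 20 axes, 0.00235 with 67:33 splits, 0.0176 with whole batches held out, 0.0031 without fSVA and 0.00496 after thinning, and, added, to 0.0278 with the exact and 0.0153 with the rescaled fast method of fSVA; none passed the threshold. The radial kernel exceeded the random forest by 0.0828 with the exact method and 0.0951 without fSVA, and neither passed it.

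The difference between the phases stayed positive under all alternatives run, and for the radial, sigmoidal and linear kernels it no longer passed the threshold with genes of a mean count of at least 10 (0.0743, 0.0655 and 0.0634) and after thinning to the smallest total (0.0599, 0.0671 and 0.0727), and for the linear kernel with equal numbers of samples (0.197). For the random forest it passed with TMM normalization (0.225), without class weights (0.1997), without fSVA (0.218) and, added, with all features (0.189). Technical explanations of the difference were tested for the radial kernel and are given under the other observations. With 3284 reads per sample, no difference between the phases passed the threshold for the 3 kernels.

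Macro-F1 for growth phase alone moved to 0.898 with 67:33 splits, 0.875 with whole batches held out, 0.927 without fSVA and, added, 0.936 with the exact and 0.922 with the rescaled method, and its difference from carbon source then passed the threshold, at 0.223, 0.236, 0.214, 0.229 and 0.210. The Mg level moved to 0.617 with genes of a mean count of at least 10 and 0.555 with all features, and the Na level to 0.538 with all features. The correlation of correct predictions with the number of samples passed with 102 samples (0.538) and without 2 conditions far from the median number of samples (0.617). For the second of these conditions, exponential and stationary low Mg were equally far. Only leaving out exponential low Mg was run.

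In exponential phase, in the order high Na, low Mg, high Mg and glycerol, DESeq2 gave 206, 676, 373 and 526 genes, thinning to the smallest total of the fit 34, 83, 65 and 92, and all 16 conditions in a single fit 249, 848, 426 and 582. Without a filter low Mg gave 802, high Mg 381 and glycerol 430, and adjusted p alone gave 765 for low Mg. Gluconate gave 6 after thinning and 26 in the single fit, and lactate 331 with DESeq2 and 12 after thinning. In stationary phase, in the same order, DESeq2 gave 468, 1.5e2 (20 of them down), 571 and 223, thinning 13, 16, 12 and 79, and the single fit 1179, 1.1e2 (54 up and 58 down), 782 and 281. Without a filter high Na gave 529, low Mg 96 and high Mg 734. Lactate gave 345 without a filter, 58 after thinning and 619 in the single fit. Within a series and without the block, high Na, low Mg and high Mg gave 2, 0 and 0 genes in exponential phase, with 37 and 152 at an unadjusted p under 0.05 for the counts of 0, and 0, 0 and 1 in stationary phase, with 1.1e2 and 54. With the block they gave 1, 0 and 0, with 21 and 194, and 6, 0 and 1, with 38. Between the phases on glucose, DESeq2 gave 2265 genes, no filter 2321, thinning 254 and the single fit 2152. The cause was not tested for any of these.

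For the interactions, thinning gave 48 genes for high Na, 98 for low Mg, 55 for high Mg, 83 for glycerol, 2 for gluconate and 0 for lactate, with 1.1e2 at an unadjusted p under 0.05. DESeq2 gave 793 for low Mg, 908 for high Mg, 598 for glycerol and 30 for lactate, and limma with weights by phase, added, 1.2e2 for glycerol (34 up and 81 down). Within a series and with the block, high Na and high Mg gave 0 genes, with 347 and 1.7e2 at an unadjusted p under 0.05. Across the 3 fits that each left out 1 replicate, lactate changed from 29 to 36 genes in exponential and from 1 to 212 in stationary phase, gluconate from 11 to 12 and in all 3 stationary fits 0, with 21 to 37 at an unadjusted p under 0.05. The interaction ranged from 3 to 5 genes for gluconate and from 0 to 1 for lactate, with 329 and 398 at an unadjusted p under 0.05 in the fits with 0. The stationary lactate count therefore depends on 1 replicate, while the exponential count fell whichever replicate was left out. The genes shared with the paper on PC1 and PC2 were not run under any setting, since the features carry locus identifiers only.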

Differences from the paper's values

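The exact method of fSVA, its fast method on the scale of the training samples, 67:33 splits without fSVA and all features were chosen after seeing the values; all other settings in this part were set before the data were examined.

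The paper gives a macro-F1 centered around 0.55 for mRNA abundances, and the radial SVM reached 0.365 here. The value stayed apart from the paper's with 5 axes (0.291), with genes of a mean count of at least 10 (0.364) and without class weights (0.360). Values count as different when they differ by more than the SD and one is more than 1.5 times the other. By this criterion the value no longer differed without fSVA (0.569), with 67:33 splits of samples (0.507), with the Leek number of surrogate variables (0.480), with 67:33 splits of whole batches (0.476), with counts thinned to the smallest total (0.448), with 20 axes (0.436), with TMM normalization (0.435), with macro-F1 from mean precision and mean recall (0.394) and with 102 samples drawn at random (0.379). The last 5 of these, from thinning on, remain more than 1 SD below the paper's value and pass by the limit of 1.5 times alone. Chosen after seeing the values, the exact method of fSVA gave 0.552, its fast method on the scale of the training samples gave 0.535, and 67:33 splits without fSVA gave 0.556. All features, chosen likewise, gave 0.340, which stayed apart from the paper's value.

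The legend of Fig 4A gives the paper's macro-F1 as 0.61, against 0.365 here. The gap stayed with 5 axes, with genes of a mean count of at least 10, without class weights, with 102 samples and with macro-F1 from mean precision and mean recall. The gap also stayed with all features (0.340), chosen after seeing the values. It closed, by the same criterion, with the other 7 settings named above, the closest being 0.569 without fSVA, and also, chosen after seeing the values, with the exact method of fSVA (0.552). Of the 7 settings, the 6 other than no fSVA pass by the limit of 1.5 times alone.

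In Table 1 the paper's radial kernel won 53 runs at the tuning stage, the sigmoidal kernel 6, the linear kernel 0 and the random forest 1. Here, with ties counted for each winner, they won 31, 23, 3 and 6 runs, and the count was not repeated under other settings.

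In Fig 3, read by eye, the paper's macro-F1 is about 0.56 for the radial kernel, about 0.57 for the sigmoidal and about 0.57 for the linear kernel, against 0.365, 0.365 and 0.370 here. For all 3 kernels the difference stayed with 5 axes, with genes of a mean count of at least 10 and without class weights, and for the sigmoidal and linear kernels also with 102 samples. It closed with the remaining settings, among them no fSVA, with 0.569 for the radial, 0.579 for the sigmoidal and 0.566 for the linear kernel. Chosen after seeing the values, the exact method of fSVA gave 0.552, 0.530 and 0.524. All features, chosen likewise, gave 0.340, 0.341 and 0.348, and the difference stayed.

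In Fig 6, read by eye, the paper's macro-F1 in stationary phase is about 0.30 with the radial kernel, about 0.31 with the linear kernel and about 0.28 with the random forest, against 0.489, 0.483 and 0.447 here. The difference closed without fSVA (0.405, 0.408 and 0.384) and, for the radial and linear kernels, with the Leek number of surrogate variables (0.439 and 0.413). It stayed under the other 11 settings for the radial and linear kernels and under the other 12 for the random forest.

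In Fig 4A, read by eye, the paper's share of correct predictions is about 76% for exponential glucose samples with low Mg and about 100% for exponential lactate samples, against 37.1% and 40% here. For both, the difference stayed with 5 axes (21.2% and 13.3%) and without class weights (32.9% and 38.3%), and it closed with the other 9 settings, among them no fSVA (82.1% and 95%).

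The paper names the carbon source as the feature behind most single-feature errors from mRNA abundances. Here the Mg level was wrong in 43.1% of them and the carbon source in 35.2% in the main setting. The Mg share was not counted in other settings. The paper ranks growth phase as the feature predicted best; here macro-F1 was 0.746 for the Mg level and 0.735 for growth phase, a difference within the error between splits. Growth phase had the highest of the 4 scores without fSVA (0.927), with 67:33 splits of samples (0.898) and of whole batches (0.875), with TMM normalization (0.785), with genes of a mean count of at least 10 (0.793) and with 102 samples (0.789), and, chosen after seeing the values, with all features (0.700) and with the exact (0.936) and the rescaled fast method of fSVA (0.922). The Mg level was highest with 5 or 20 axes and with macro-F1 from mean precision and mean recall. The paper describes the random forest as lower than the SVM models on the test set; here the radial kernel exceeded it by 0.0124, within that error. The paper lists exponential glycerol and stationary high Na as conditions to which many others were wrongly assigned. Here exponential glucose with high Na received 19.2% of the errors, exponential glycerol 8.54% and stationary high Na 3.28%. These shares were counted only in the main setting. The paper reports lower scores in stationary phase with each of its models; here the random forest difference of 0.189 did not pass the threshold. The paper describes a rising share of correct predictions with the number of samples; here Spearman's rho was 0.447 and did not pass the threshold. The paper finds lower accuracy with 102 mRNA samples than with 152; here macro-F1 was 0.379 with 102 samples drawn at random and 0.365 with 152.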

Other observations

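The tests of the 80:20 and 67:33 splits, and the thinning of exponential samples to stationary depths, were chosen only after the results had been seen.

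The radial SVM scored lower over the 16 conditions with 80:20 splits (0.365) than with 67:33 splits (0.507), although the 80:20 models had more training samples. A candidate explanation is the scale on which the fast method of fSVA places new samples: it sets their surrogate variables to unit length over the new samples alone, so that the correction grows with the ratio of training to test samples. With the surrogate variables of the test samples on the scale of the training samples, the 80:20 score was 0.535, a rise of more than 1 SD, so this explanation remains for the 16 conditions. The scores for single features also rose, to 0.922 for growth phase, 0.842 for the Mg level, 0.760 for the Na level and 0.713 for the carbon source. The scores within a phase moved little: rescaling changed the score from 0.759 to 0.764 within exponential and from 0.489 to 0.506 within stationary phase, although these models had the same 80:20 splits, so the scale alone does not set the size of the effect. The number of test samples is an alternative explanation, and without fSVA the score was 0.556 with 67:33 splits against 0.569 with 80:20 splits, so it does not account for the difference.

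The score of 0.365 over the 16 conditions could reflect more than gene-level information. Shared batches were tested with 67:33 splits, where macro-F1 was 0.507 with samples split at random and 0.476 with whole batches held out. Batches shared between training and test samples therefore do not account for most of a score of this size. Read depth does not account for the score either, since macro-F1 was 0.448 after thinning all samples to the same total. Library composition, that is the number of mRNA reads and the percentages of reads on mRNA, tRNA, rRNA and other RNA, gave 0.340, within 1 SD of the score from genes with fSVA, and so remains as an explanation of a score of this size. The models from composition had no fSVA, and gene counts without fSVA gave 0.569. For single features, composition gave 0.733 for growth phase, 0.709 for the Na level, 0.601 for the Mg level and 0.359 for the carbon source. Within stationary phase composition gave 0.332, between the 0.121 of permuted labels and the 0.489 of genes.

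The higher scores in exponential than in stationary phase were tested against technical explanations with the radial kernel, where the difference was 0.271. It was 0.220 with the same number of samples per condition, 0.237 with whole batches held out and 0.251 when exponential samples were thinned to the depths of stationary samples. It fell to 0.0599 when all samples were thinned to the smallest total of 3284 reads, so a limit set by read depth may contribute at that depth, and the difference is not called biological here.

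Samples of different series at the same nominal condition, exponential phase on glucose with base Mg and base Na, gave an exact p of 0.0143 over assignments of batches to series. Most of these assignments had other numbers of samples per series than the real one, so the p does not show that the series differed. The glucose time course was sampled from 3 to 8 h and the other 2 series at 5.5 or 6 h, and no test separated series from sampling time. A difference between series is therefore not excluded as a technical explanation for conditions grown in a series of their own.

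PC1 scores after fSVA were related to the number of mRNA reads in opposite directions in the phases, with a Spearman's rho of 0.516 in exponential phase and -0.294 in stationary phase, where its absolute size of 0.294 was the smaller. The sign in stationary phase is uncertain, since rho was -0.229 (p = 0.0742) without 2 samples, and within series it ranged from -0.314 to 0.886 in stationary and from -0.491 to 0.707 in exponential phase. A single effect of depth on PC1 after fSVA does not describe all series, but an effect within some of them is not ruled out. The test cannot speak for variation that fSVA had removed, and PC1 without fSVA was not tested against depth. On that PC1, the exponential samples with the fewest and most reads scored 50.7 and -80.0. The stationary samples with the fewest and most reads scored 65.2 and -71.5, the same direction. An effect of depth on PC1 without fSVA therefore remains open. The share of correct predictions per sample had no relation past the threshold with its number of mRNA reads over all series, with a rho of 0.169 (p = 0.137) in exponential and -0.160 (p = 0.208) in stationary phase; within series rho ranged from -0.207 to 0.408 in exponential and from -0.543 to 0.754 in stationary phase, untested.

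The number of genes changed within each phase was set against other splits of the same samples, the real split included, which part as many pairs of samples of the same batch. In exponential phase as many genes changed in 11 of 100 splits for high Na, 3 of 30 for low Mg, 5 of 100 for high Mg, 10 of 100 for glycerol, 12 of 84 for gluconate and 5 of 84 for lactate, so none of these 6 counts stood out from other groupings. Regroupings of whole batches gave as many genes as the real split in 9 splits for glycerol, 11 for gluconate and 4 for lactate, so batch and condition cannot be told apart there. In stationary phase it was 1 of 100 splits for high Na, 1 of 100 for low Mg, 1 of 100 for high Mg, 1 of 100 for glycerol, 2 of 100 for lactate and, where 0 genes changed and 31 had an unadjusted p under 0.05, 100 of 100 for gluconate. For stationary against exponential samples on glucose it was 1 of 100.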
